# Ectopic Overexpression of *SsCBF1*, a CRT/DRE-Binding Factor from the Nightshade Plant *Solanum lycopersicoides*, Confers Freezing and Salt Tolerance in Transgenic *Arabidopsis*

**DOI:** 10.1371/journal.pone.0061810

**Published:** 2013-06-03

**Authors:** Lili Zhang, Zhenjun Li, Jingfu Li, Aoxue Wang

## Abstract

The C-repeat (CRT)/dehydration-responsive element (DRE) binding factor (CBF/DREB1) transcription factors play a key role in cold response. However, the detailed roles of many plant CBFs are far from fully understood. A CBF gene (*SsCBF1*) was isolated from the cold-hardy plant *Solanum lycopersicoides*. A subcellular localization study using GFP fusion protein indicated that SsCBF1 is localized in the nucleus. We delimited the SsCBF1 transcriptional activation domain to the C-terminal segment comprising amino acid residues 193–228 (SsCBF1^193–228^). The expression of *SsCBF1* could be dramatically induced by cold, drought and high salinity. Transactivation assays in tobacco leaves revealed that SsCBF1 could specifically bind to the CRT *cis*-elements in vivo to activate the expression of downstream reporter genes. The ectopic overexpression of *SsCBF1* conferred increased freezing and high-salinity tolerance and late flowering phenotype to transgenic *Arabidopsis*. RNA-sequencing data exhibited that a set of cold and salt stress responsive genes were up-regulated in transgenic *Arabidopsis*. Our results suggest that SsCBF1 behaves as a typical CBF to contribute to plant freezing tolerance. Increased resistance to high-salinity and late flowering phenotype derived from SsCBF1 OE lines lend more credence to the hypothesis that plant CBFs participate in diverse physiological and biochemical processes related to adverse conditions.

## Introduction

During the long evolutionary history, plants have developed various strategies to cope with environmental stresses such as drought, high salinity and low temperature. Cold stress has adverse effects on growth and yield of many important crops and seriously restricts their cultivation and distribution [1], [2]. Plants can acclimate in response to cold stress through physiological and biochemical processes triggered by the induced expression or repression of a variety of genes [3].

An essential *cis*-acting element, C-repeat (CRT) or dehydration-responsive element (DRE), was commonly found in the promoter regions of many low-temperature and drought-responsive genes [4]–[7]. Two types of AP2 domain-containing transcription factors which specifically bind to the CRT/DRE element and activate the expression of downstream genes were isolated using yeast one-hybrid screening [5], [8]. The first type, called C-repeat Binding Factor/DRE Binding protein 1 (CBF/DREB1), could recognize the regulatory CRT/DRE element present in the promoters of many cold-inducible genes. However, the *CBF/DREB1* genes were proved to be induced by low temperature but not by dehydration and salt stresses [8], [9]. The second type of transcription factors, called DRE binding protein 2 (DREB2), are encoded by the genes that are induced by dehydration and salt stresses but not by low temperature stress [8], [10].

In *Arabidopsis*, there are three major CBF/DREB1 proteins which play a critical role in the regulation of many cold-stress related genes [3]. The presence of conserved signature sequences, PKK/RPAGRxKFxETRHP and DSAWR that bracket the AP2/EREBP DNA binding domains in the CBF proteins from various species, serves to distinguish them from other AP2/ERF family members [11]. Previous landmark studies have unveiled that the signature sequence of PKK/RPAGRxKFxETRHP found in CBF1 proteins not only represents the nuclear localization signal [12], but also contributes to the ability of the CBF1 proteins to bind to their DNA recognition sequence, the CRT/DRE element and therefore it is essential for the expression of CBF-targeted genes [13], [14] . Constitutive overexpression of the *CBF/DREB1* genes in *Arabidopsis* under control of the 35S promoter leads to enhanced freezing, drought and high-salinity tolerance [8], [15]–[17].

The feedback repression of the three CBFs in *Arabidopsis* was also previously proved to maintain the optimal regulation of cold-induced genes [18], [19]. Meanwhile, the transgenic plants described above also showed growth retardation phenotype under normal conditions. Bioinformatic analysis of microarray and RNA-seq data was used to identify the downstream genes of CBF/DREB1 [20]–[23] and help us better understand the cold-response mechanism [24]. These genes refer to various physiological processes and biochemical pathways. Because of the successful application of *Arabidopsis CBF/DREB1* genes in improving stress tolerance, the homologous genes have been cloned from many other plants such as rice, *Brassica napus*, barley, cherry and wheat [11], [25]–[30].

*Solanum lycopersicoides* (LA2408), collected at higher altitudes (up to 3600 meters) than any of other *Lycopersicon* species, is a wild nightshade distant-allied to cultivated tomato. Many traits of *S. lycopersicoides* including cold tolerance, resistance to virus diseases and insect pests were previously confirmed [31], [32]. Thus, it is an ideal candidate plant for isolating cold tolerance-related genes. In this study, we successfully cloned the full-length cDNA of the CBF1 from *S. lycopersicoides* which was designated as *SsCBF1* and performed the functional characterization based on phenotypic and bioinformatic analyses using transgenic approach. The ectopic overexpression of *SsCBF1* in *Arabidopsis* resulted in enhanced plant tolerance to freezing and salt stress. The goal of our research is to get a deep insight into the functional behaviors of the plant CBFs and illustrate the possibility that SsCBF1 may mediate responses to a wider range of environmental stresses other than cold stress.

## Materials and Methods

### Plant material, growth conditions and stress treatments

Seeds of *S. lycopersicoides* (LA2408) were kindly provided by TGRC (http://tgrc.ucdavis.edu), USA. Seeds of cultivated tomato cv. Castlemart (CM), *N. benthamiana* and *Arabidopsis thaliana* ecotype Col-0 were obtained from Tomato institute, Northeast Agricultural University (Harbin, China). Seedlings of *S. lycopersicoides* and CM were grown in a growth chamber maintained under 16 h of light (150 μE m^–2^ s^–1^) at 28°C and 8 h of dark at 18°C. *N. benthamiana* was grown under the same conditions.

*Arabidopsis thaliana* ecotype Col-0 was used as the wild-type. *35S_pro_*:*SsCBF1* T_3_ homozygous transgenic plants were obtained from transformation of Col-0 plants with the corresponding construct and used for all subsequent assays. *Arabidopsis* seeds were surface sterilized for 15 min in 10% bleach, washed five times with sterile water, and plated on half-strength Murashige and Skoog (MS) medium containing 0.8% (w/v) Bacto Agar [33]. Sterilized seeds were stratified at 4°C for 2 d in darkness and then transferred to a climate chamber set at 22°C with a 16-h-light/8-h-dark photoperiod. All experiments were repeated at least three times.

Abiotic stress treatments were applied 8 h after the switch to the light phase and plant material was exposed to continuous illumination (150 μE m^–2^ s^–1^) for the entire treatment period. For low-temperature stress, detached leaves of *S. lycopersicoides* seedlings were placed on two layers of filter paper soaked with water (0.02% Tween-20) and then transferred to a growth chamber set at 4°C. For salt treatment, detached leaves were placed on two layers of filter paper soaked with NaCl solution (250 mM, 0.02% Tween-20) or water (0.02% Tween-20) as a control. Drought stress was performed by placing detached leaves on two layers of dry filter paper. Leaves of four-week-old seedlings were used for all the above stress treatments. Samples were collected at the indicated time points and immediately frozen in liquid nitrogen. Plant material was stored at −80°C prior to RNA extraction.

### Gene isolation and analysis of the deduced amino acid sequence

Total RNA was extracted from leaves of *S. lycopersicoides* seedlings using the TRIzol® Plus RNA Purification Kit (Ambion, Austin, TX, USA). Degenerate PCR was performed using degenerate primers: D–F (5′- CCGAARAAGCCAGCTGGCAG -3′) and D–R (5′-AGCGGCCGCCTTTTGAATATC-3′). Flanking sequences of *SsCBF1* were retrieved using the rapid amplification of cDNA ends (RACE) method (Takara, Japan). Bioedit, DNAMAN and MEGA4.0 software were used to perform bioinformatics analysis. Southern Blotting analysis was performed as described by Xiao *et al* [34]. Genomic DNA of *S. lycopersicoides* was digested with three restriction enzymes *Bam*H I, *Hin*d III and *Xba* I, whose recognition sites were absent in the sequence of *SsCBF1*. The *SsCBF1* coding region probe was prepared by North & South® Chemiluminescent Hybridization and Detection Kit (PIERCE, IL, USA).

### Subcellular localization of SsCBF1

The *SsCBF1*-*eGFP* fusion gene was prepared for the subcellular localization experiment. Full length *eGFP* was PCR-amplified from pEGFP-C1 plasmid DNA using primers of *eGFP*-*Ss* fusion primer-F and *BstE*II-*eGFP* primer-R. *SsCBF1* was PCR amplified from the reverse transcription product with primers *Nco*I-*Ss* primer-F and *Ss-eGFP* fusion primer-R. The *Ss*-*eGFP* fusion gene was obtained by SOE-PCR (Splicing by Overlap Extension PCR). Primers used in this section were listed in Table S1. Finally, *Nco* I+*Bst*E II-digested *Ss*-*eGFP* fusion gene was inserted into the *Nco* I+*Bst*E II-digested pCAMBIA1302 vector to generate *35S_pro_*:*SsCBF1-eGFP*. The new recombinant vector was introduced into the *Agrobacterium* strain LBA4404 by a freeze-thaw method [35]. *N. benthamiana* leaves were used for the transient expression of *SsCBF1-eGFP* fusion gene. Fluorescence was detected with a Laser Scanning Confocal Microscope (NiKon A1R/A1, Japan).

### Preparation of transactivation constructs

*35S_pro_*:*SsCBF1* was used as one of the effector constructs. *AtCBF1* was PCR amplified and ligated into the *Bam*H I and *Sac* I restriction sites of plant expression vector pBI121 to generate the other effector construct *35S_pro_*:*AtCBF1*. The *COR15A* promoter was PCR-amplified with primers F: 5′-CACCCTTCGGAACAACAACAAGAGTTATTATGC-3′ and R: 5′-AGACCTATTACACTCCAAAATTACACG-3′ and cloned into pENTR using the pENTR Directional TOPO cloning kit (Invitrogen, USA). 

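The *COR15A* gene (AT2G42540) encodes a cold-regulated chloroplast protein and lies on the minus strand of chromosome 2 from 17710441 to 17712330 in the TAIR10.1 annotation, with its start codon opening at base 17711966. Both primers, the forward one without the 4 bases added for cloning, matched the reference at 1 site each and enclose 1103 bases from 17712093 to 17713195. This fragment ends 126 bases upstream of the start codon and takes in 238 bases of the transcribed gene, that is 5′ UTR and, in some transcripts, intron. On its far side it stops where the next gene, AT2G42550, begins at 17713196. The fragment holds 3 copies of the CRT core CCGAC, each preceded by A or G as in the DRE sequence RCCGAC. The core farthest from the gene lies on the plus strand at 17712468 to 17712472 (TAAACCGACAAGG), 501 bases from the start codon. The next one lies on the minus strand at 17712405 to 17712409 (TTGGCCGACATAC), 438 bases from the start codon. Both are upstream of every annotated transcript start, which fall between 17712290 and 17712330. The third core, on the minus strand at 17712228 to 17712232 (ATGGCCGACCTGC), is 261 bases from the start codon, within an exon of 2 annotated transcripts and an intron of 2 others. The primers of Table S1 for the eGFP fusion enclose a shorter piece of 380 bases, from 17712142 to 17712521, which also holds the 3 cores.

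**Figure D1:**
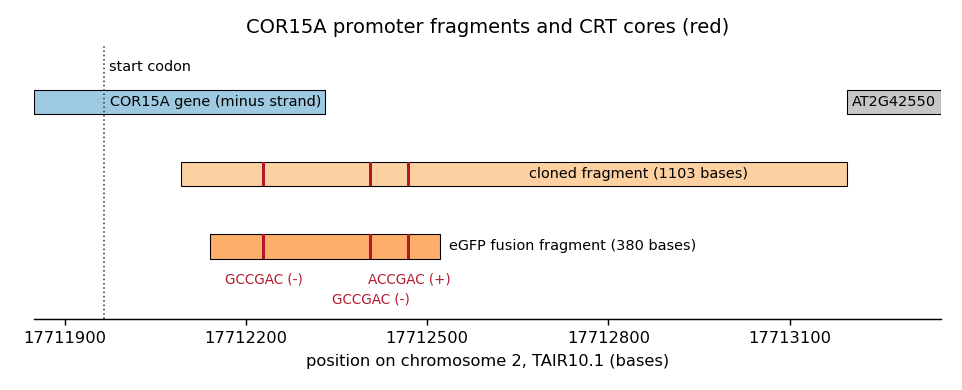
Map of the *COR15A* promoter on chromosome 2 of TAIR10.1, drawn to scale (x axis, position in bases; the *COR15A* gene continues to the left and AT2G42550 to the right). Bars show the genes, the cloned fragment of 1103 bases and the eGFP fusion fragment of 380 bases, and red marks show the 3 CRT cores, which lie in both fragments.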

To generate *COR15A* promoter with mutations, site-directed mutagenesis was used to delete the three CRT elements using TaKaRa MutanBEST kit. Pairs of primers: Pro_mu_-F1, Pro_mu_ -R1, Pro_mu_ -F2, Pro_mu_ -R2, Pro_mu_ -F3 and Pro_mu_ –R3 were listed in Table S1. 

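Each of the 3 reverse primers matched the reference at every base except that it skips 5 bases in a row, and the 5 skipped bases were exactly a CRT core of the *COR15A* promoter. On chromosome 2 of TAIR10.1, the primer of pair 1 covers 17712452 to 17712483 and leaves out the core of the plus strand. The primer of pair 2 covers 17712386 to 17712417 and leaves out the middle core, and that of pair 3 covers 17712224 to 17712254 and leaves out the core nearest to the start codon. Read on the strand of each core, the skipped bases are CCGAC in all 3. The forward primers of the 3 pairs matched without a mismatch and start at the base next to their reverse primers, with 0 bases between, so that the pairs point away from each other.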

Then, both *COR15A* promoter versions were fused with the *eGFP* reporter gene and cloned into plant binary vector pBI121 to generate the reporter constructs *COR15A_pro_*:*eGFP* and *COR15A-m_pro_*:*eGFP*. The LUC reporter assays were performed as described by [36], [37]. The min35S and 4×CRTmin35S promoter sequences were PCR amplified and cloned into pCAMBIA1381Z which was previously modified by our lab members to generate the reporter constructs *min35S_pro_*:*LUC* and *4×CRTmin35S_pro_*:*LUC*. *Agrobacterium*-mediated infiltration of *N. benthamiana* leaves was performed as described [34], [38]. *N. benthamiana* leaves infiltrated with corresponding constructs were incubated at 28°C for 72 h before CCD imaging. A low-light cooled CCD imaging apparatus (NightOWL II LB983 with indigo software) was used to capture the LUC image and to count luminescence intensity. The leaves were sprayed with 100 mM luciferin and were placed in dark for 5 min before detecting luminescence. Five independent determinations were assessed.

### SsCBF1 fragments in the yeast pGBKT7 vector

To analyze the C-terminal activation domain of SsCBF1, we used the pGBKT7 vector and the yeast strain Y2H Gold with *His* and *Ade* as Gal4-dependent reporter genes. The full-length and derivatives of *SsCBF1* were PCR-amplified and cloned into the *Bam*H I/*Eco*R I sites of the pGBKT7 vector. These constructs were used to map the transcriptional activation domain of SsCBF1 in yeast. Amino acid replacement (W224A) within the conserved motif LWNYS was performed by PCR-mediated mutagenesis and amplification. Yeast two-hybrid assays were performed according to the instructions of the Matchmaker Gold Yeast Two-Hybrid System (Clontech). The transformed yeasts were suspended in liquid SD/-Trp to OD  = 0.5 and diluted to the indicated concentrations. Five microliters of suspended yeast cells was dropped on the SD plates and incubated at 30°C. The presence of transactivation activity was confirmed by yeast growth on the SD/-Trp/-His/-Ade plate. X-a-Gal (4 mg/ml) was used for the detection of α-galactosidase. Primers used are listed in Table S1.

### Quantitative RT-PCR analysis

Total RNA was extracted from plant materials with Trizol (Invitrogen, USA). Poly (dT) cDNA was prepared from 2 μg of total RNA with M-MLV reverse transcriptase (Promega, USA) and quantified with a thermocycler (Bio-Rad) with the SYBR *Premix Ex Taq* (Takara, Japan) according to the manufacturer's instructions. PCR was performed in 96-well optical reaction plates heated for 30 s at 95°C to activate hot start Taq DNA polymerase, followed by 45 cycles of denaturation for 5 s at 95°C, annealing for 30 s at 58°C, and extension for 30 s at 72°C. Expression levels of target genes were normalized to those of *ACTIN2*, *ACTIN1* and *ACTIN7* for *S. lycopersicoides*, tobacco and *Arabidopsis*, respectively [39]–[41]. Primers used to quantify gene expression levels are listed in Table S1. For semi-quantitative RT-PCR assay, RNA extraction and reverse transcription reaction were performed as mentioned above. The PCR conditions for amplification of *SsCBF1* were as follows: 5 min at 94°C, followed by 32 cycles of 15 s at 94°C, 30 s at 60°C, 20 s at 72°C. The same conditions were used in the amplification of *ACTIN7* of *Arabidopsis*, except that the number of PCR cycles was decreased to 20.

### Transformation of *Arabidopsis* and phenotypic analysis

*Agrobacterium* strain LBA4404 harboring the construct *35S_pro_*:*SsCBF1* was used for transformation of Col-0 by floral dip method [42]. Homozygous transformants of the T_3_ generation were selected for all of the following analyses.

Freezing tolerance assays for transgenic *Arabidopsis* were performed using a climate chamber. Seven-day-old transgenic and Col-0 plants grown on MS medium were transferred into the chamber set at −7°C for 8 h and thawed at 4°C for 12 h in the dark, and then returned to the standard growth conditions. About 50 plants of each genotype were used. Photographs were taken 3 days after treatment.

For seed germination investigation, 100 seeds of homozygous transgenic lines and Col-0 were placed on MS agar medium supplemented with none or NaCl of different concentrations for the stress treatment. Percentage of germinated seeds was recorded daily. Germination was defined as a clear sign of the emergence of radicle tip and the germination results were calculated based on four independent experiments. Photographs of the 150 mM NaCl treatment were taken 3 days after stratification.

For the root length assay, seeds from Col-0 and T_3_ transgenic plants were germinated on MS agar medium and grown vertically for 4 days, followed by transfer to fresh medium supplemented with or without 150 mM NaCl for vertical growth. The root length was measured with a ruler 11 days later and photographed.

The high-salinity resistance assay was performed using 3-week-old Col-0 and transgenic plants grown under standard conditions and irrigated with 300 mM NaCl solution (1 liter) every 3 days [43] until symptoms appeared (3 weeks).

### RNA-Seq analysis of transgenic *Arabidopsis*

RNA-seq analysis was carried out using one transgenic line (#11). Total RNA was isolated with Trizol reagent (Invitrogen, USA) from the aerial parts of the four-week-old seedlings of *35S_pro_*:*SsCBF1* and Col-0 plants grown in parallel under unstressed conditions. Materials from 20 plants of each genotype were pooled for RNA isolation. Sequencing was performed on the Illumina HiSeq 2000 platform. RNA-Seq results have been submitted to NCBI and can be accessed under the GEO accession number GSE40482. All changes in gene expression were statistically significant at Q-value <0.001 [44]–[47]. Pathways and Gene Ontology (GO) analysis were performed using Molecule Annotation System (MAS).

### Nomenclature

The electronic version of this article in Portable Document Format (PDF) in a work with an ISSN or ISBN will represent a published work according to the International Code of Nomenclature for algae, fungi, and plants, and hence the new names contained in the electronic publication of a PLOS ONE article are effectively published under that Code from the electronic edition alone, so there is no longer any need to provide printed copies.

In addition, new names contained in this work have been submitted to IPNI, from where they will be made available to the Global Names Index. The IPNI LSIDs can be resolved and the associated information viewed through any standard web browser by appending the LSID contained in this publication to the prefix http://ipni.org/. The online version of this work is archived and available from the following digital repositories: PubMed Central, LOCKSS.

## Results

### Comparison of cold resistance between *S. lycopersicoides* and cultivated tomato

*S. lycopersicoide* has been collected at higher altitudes (up to 3600 meters) than any of the *Lycopersicon* species, a habitat subjected to chilling, dry and arid areas [48]. *S. lycopersicoide* (Fig. 1A) is a kind of dwarf shrub with serrate leaf margins (Fig. 1E). The leaf margins of cultivated tomato (*Solanum lycopersicum*) cv. Castlemart (CM) (Fig. 1B) are relatively smooth (Fig. 1F).

**Figure 1:**
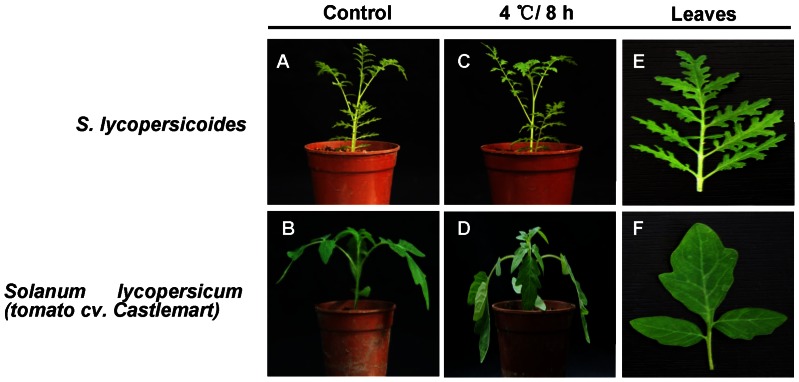
Low-temperature resistance test of *S. lycopersicoides* and CM. (**A–D**) Phenotypes of *S. lycopersicoides* and CM before (A, B) and after (C, D) 8 h of 4°C treatment. Seedlings of *S. lycopersicoides* and *Solanum lycopersicum* (tomato cv. Castlemart) *were g*rown under standard conditions and transferred to a climate chamber for the low-temperature stress. (**E–F**) Close-up shots of *S. lycopersicoides* and *Solanum lycopersicum* (tomato cv. Castlemart) leaves.

In order to preliminarily compare the cold-resistance of *S. lycopersicoides* and cultivated tomato cv. Castlemart (CM), four-week-old seedlings of the two species were exposed to 4°C for 8 h under continuous light (150 μE m^–2^ s^–1^). The result showed that *S. lycopersicoides* still kept vigorous and strong without any obvious signs of injury after 8 h of low-temperature stress (Fig. 1C). However, CM exhibited severe wilt symptoms and was relatively hypersensitive to cold stress (Fig. 1D).

### Isolation and sequence analysis of *SsCBF1*

A cDNA fragment was isolated from *S. lycopersicoide* using the degenerate primers which were designed based on the conserved regions among other *Solanum* CBF1 proteins. Subsequently, the corresponding full-length cDNA sequence containing 51 bp of 5′ UTR, 138 bp of 3′ UTR and 687 bp of open reading frame (ORF) was cloned using RACE technology and designated as *SsCBF1* (Accession No. GU129700, NCBI). The *SsCBF1* gene encodes a putative protein of 228 amino acids with a predicted molecular mass of 25.4 kDa and isoelectric point (pI) of 4.85. Clustalx2.0 and DNAMAN were employed for generating sequence alignment among CBF1 proteins from different species. The result revealed that they shared highly conserved sequences in the AP2-DNA binding domain and CRT/DRE *cis*-element recognition region [13], [49]–[51]. Extended regions of high sequence identity were observed throughout the *Solanum* CBF1s. However, *Solanum* CBF1s shared relatively low homology with AtCBF1 beyond the above two highly conserved regions (Fig. 2A). Phylogenetic analysis based on the full-length protein sequences of CBF1s indicated that SsCBF1 is most closely related to SlCBF1 (Fig. 2B).

**Figure 2:**
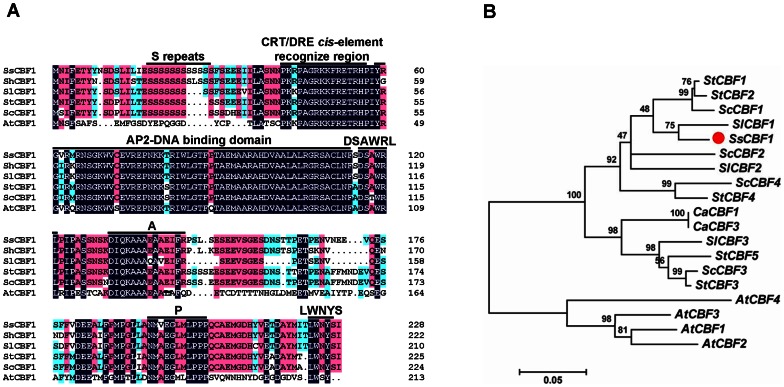
Sequence analysis of SsCBF1. (**A**) Amino acid sequence alignment between SsCBF1 and other known CBF1s. The alignment was performed using ClustalX 2.0 and DNAMAN software. Black background indicated conserved residues among all the proteins selected. The AP2 DNA-binding domain and other signature motifs were indicated by solid lines. (**B**) Phylogenetic relationships between SsCBF1 and other CBFs from various species. The phylogenetic tree was generated by the neighbor-joining method using MEGA 5.0. Organisms were abbreviated as follows: St, *Solanum tuberosum*; Sc, *Solanum commersonii*; Sl, *Solanum lycopersicum*; Ss, *Solanum lycopersicoides*; Ca, *Capsicum annuum*; At, *Arabidopsis thaliana*. GenBank accession numbers of the CBFs are listed as follows: AtCBF1 (AEE85066), AtCBF2 (AEE85064), AtCBF3 (AEE85065), AtCBF4 (ABV27186), SsCBF1 (ACY79412), SlCBF1 (AAS77820), SlCBF2 (AAS77821), SlCBF3 (AAS77819), ScCBF1 (ACB45093), ScCBF2 (ACB45094), ScCBF3 (ACB45092), ScCBF4 (ACB45084), StCBF1 (ABI74671), StCBF2 (ABI94367), StCBF3 (ACB45095), StCBF4 (ACB45083), StCBF5 (ACB45082), CaCBF1 (AAZ22480), CaCBF3 (ADM73296).

### The *S. lycopersicoides* CBF gene family contains at least five members

To study the gene copy number of *SsCBF* in *S. lycopersicoides* genome, total DNA was digested with *Bam*H I, *Hin*d III or *Xba* I, of which recognition sites were absent in the *SsCBF1* gene sequence. The full-length *SsCBF1* nucleotide sequence was used as the probe labeled with Digoxin. Southern blotting generated 5, 8, and 7 bands in the *Bam*H I, *Hin*d III and *Xba* I digests, respectively, suggesting that *SsCBF1* belongs to a small gene family in the *S. lycopersicoides* genome (Fig. 3). It is also tempting to speculate that *S. lycopersicoides* genome contains at least five *SsCBF1*-related genes.

**Figure 3:**
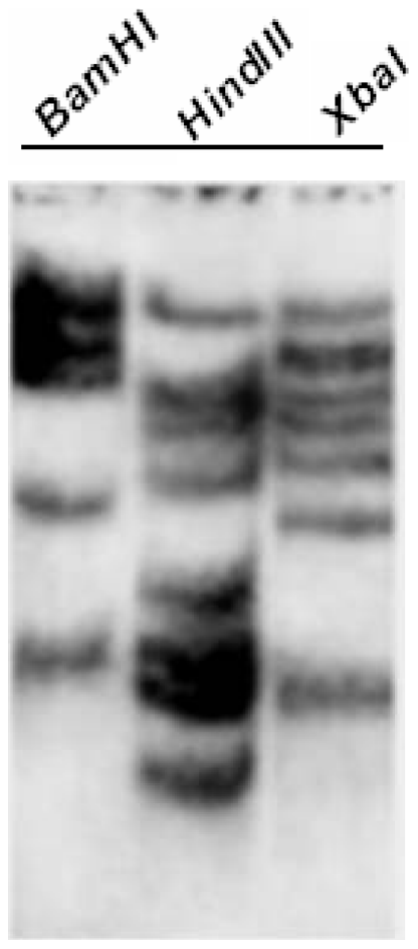
Southern blot analysis of the *SsCBF1* gene. *S. lycopersicoides* genomic DNA was digested with restriction enzymes *Bam*H I, *Hin*d III, and *Xba* I. The hybridization was performed using the full-length *SsCBF1* as a probe labeled with Digoxin.

### *Ss*CBF1 transcription factor is targeted to the nucleus of plant cells

A defining feature of transcription factors is to recognize and bind the *cis*-elements and then activate genomic gene expression in nucleus. To investigate the subcellular localization of the SsCBF1 protein, an *SsCBF1-eGFP* fusion gene was generated and ligated into pCAMBIA1302 under the control of CaMV35S promoter (Fig. 4A). An examination of the epidermal tissue of *N. benthamiana* leaves expressing fluorescent protein was accomplished by confocal laser scanning microscopy. The result showed that the SsCBF1-eGFP was observed solely in the nuclei, while the control eGFP signal (*35S_pro_*:*eGFP*) was detected in both nuclei and cytosol (Fig. 4B).

**Figure 4:**
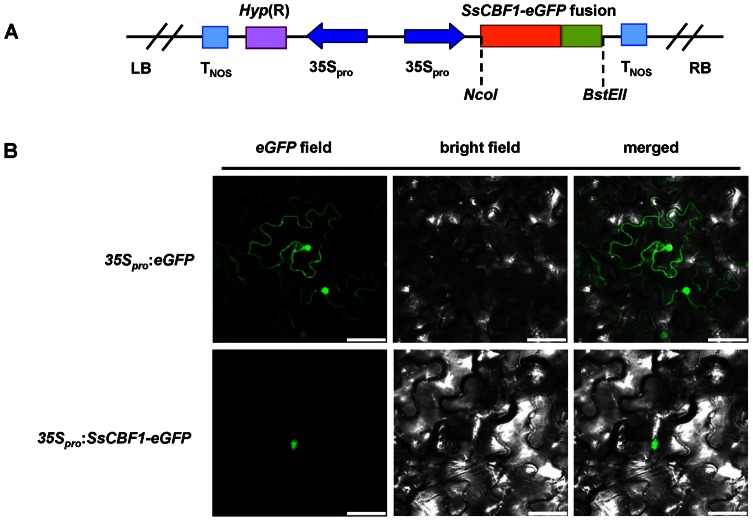
Subcellular localization of SsCBF1-eGFP fusion protein. (**A**) Schematic representation of *35S_pro_*:*SsCBF1*-*eGFP* construct used for transient expression in *N. benthamiana* leaves. (**B**) Subcellular localization assay of SsCBF1-eGFP fusion protein. *N. benthamiana* leaves transiently expressing eGFP alone (upper) and SsCBF1-eGFP (bottom) proteins were observed with a confocal microscope. Bars  = 50 µm.

### SsCBF1 transactivate expression of *eGFP* driven by a CRT/DRE containing promoter

As a transcription factor, SsCBF1 should be tested for its transactivation activity. We expected that SsCBF1 could recognize the CRT/DRE *cis*-element in the promoters of target genes and activate their expression. Therefore, we designed two types of constructs [34], [38], one containing *AtCBF1* or *SsCBF1* gene as an effector driven by the CaMV35S promoter and the other containing *eGFP* gene as a reporter under the control of the cold-inducible COR15A promoter which includes three CRT/DRE elements [15]. *35S_pro_*:*eGFP* was used as a positive control. The mutant version of COR15A promoter was also introduced into this system. Both *Agrobacterium* strains harboring the effector and reporter construct were co-infiltrated into tobacco leaves (Fig. 5A). The *SsCBF1* and *AtCBF1* expression was confirmed by semi-RT-PCR using *ACTIN1* as an internal control (Fig. 5B). The *eGFP* expression was investigated by qRT-PCR to explore the interaction between SsCBF1 and CRT/DRE-containing promoter (Fig. 5C).

**Figure 5:**
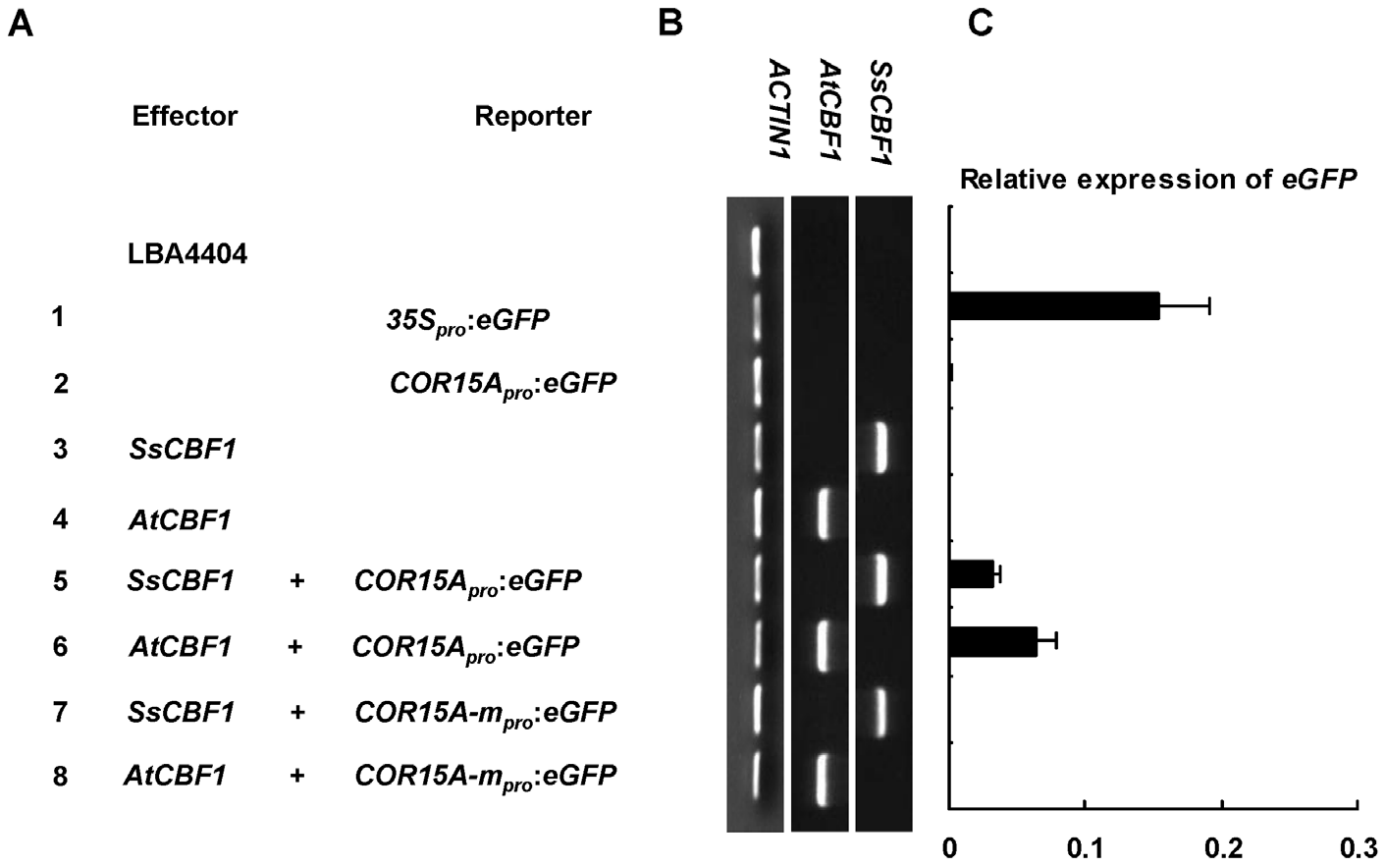
Transactivation of CRT/DRE *cis*-element containing promoter by SsCBF1 and AtCBF1. (**A**) Combinations of reporter and effector constructs used in the transient expression assays. *Agrobacterium* strain LBA4404 was used as a negative control. The *35S_pro_*:*eGFP* construct was used as a positive control. The reporter *eGFP* gene was driven by the wild-type or mutant *COR15A* promoter. The effectors *SsCBF1* and *AtCBF1* genes were driven by the CaMV35S promoter. (**B**) Semi-quantitative PCR detection of *SsCBF1*, *AtCBF1* and *ACTIN1* expression in tobacco leaves infiltrated with different combinations of constructs as shown in (A). (**C**) qRT-PCR analysis of *eGFP* expression. qRT-PCR procedure was as described in Methods. The results are representative of three independent experiments.

As shown in Figure 5C, high level of *eGFP* transcripts was detected with the *35S_pro_*:*eGFP* positive control construct (1). In addition, very low level of *eGFP* expression could be observed with the *COR15A_pro_*:*eGFP* construct only (2) (Fig. 5C). However, co-infiltration of *COR15A_pro_*:*eGFP* with a *35S_pro_*:*AtCBF1* or *35S_pro_*:*SsCBF1* effector construct led to an obvious induction of the *eGFP* expression (5,6) (Fig. 5C), suggesting that ectopic expression of SsCBF1 as well as AtCBF1 can activate *COR15A_pro_*:*eGFP* expression in this transient expression assay. In a parallel experiment, *COR15A-m_pro_*:*eGFP*, in which the three CRT/DRE elements of the *COR15A* promoter were deleted, together with *35S_pro_*:*AtCBF1* or *35S_pro_*:*SsCBF1* were co-infiltrated into tobacco leaves (7,8) (Fig. 5C). As shown in Figure 5C, the activation effects of SsCBF1 and AtCBF1 on *COR15A-m_pro_*:*eGFP* expression were both largely attenuated. These results revealed that SsCBF1 activates *COR15A* expression through direct association with the CRT/DRE *cis*-elements in *COR15A* promoter.

Further evidence supporting this CBF-CRT interaction came from another well-established transient expression assay in tobacco leaves. We verified the activation effect of SsCBF1 on the expression of firefly luciferase (*LUC*) reporter gene behind four copies of CRT *cis*-elements plus a minimal 35S promoter. Infiltration with *min35S_pro_*:*LUC* construct alone or the combination of *min35S_pro_*:*LUC* and *35S_pro_*:*AtCBF1* or *35S_pro_*:*SsCBF1*, the LUC activity could be barely detected (Fig. 6A, B). However, co-infiltration of *4×CRTmin35S_pro_*:*LUC* with the *35S_pro_*:*SsCBF1* or *35S_pro_*:*AtCBF1* resulted in strong luminescence intensity (Fig. 6A, 4B). The relatively low level of LUC signal observed with *4×CRTmin35S_pro_*:*LUC* construct alone could be due to the endogenous basal expression of CBF homologs. The above-described results suggest that SsCBF1 specifically bind to the CRT/DRE *cis*-elements to activate the expression of a gene in vivo.

**Figure 6:**
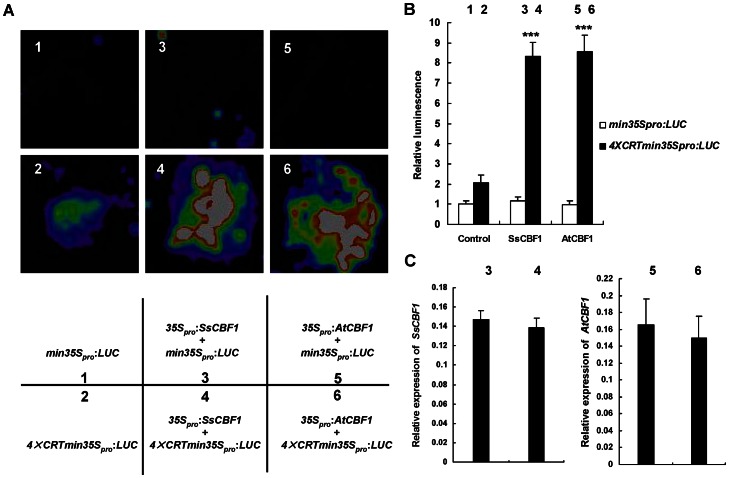
Transactivation of promoters with CRT elements only. (**A**) Transient expression assays showing that SsCBF1 and AtCBF1 specifically bind to the CRT elements and activate the expression of *LUC* reporter gene. The bottom panel indicates the combination of reporter and effector plasmids infiltrated. The *LUC* reporter gene is driven by a promoter with or without four tandem CRT elements fused upstream of a minimal (−46) 35S promoter sequence (*min35S_pro_*). The effector CBF1 genes are under the control of the CaMV35S promoter. Representative images of *N.benthamiana* leaves 72 h after infiltration are shown. (**B**) Quantitative analysis of luminescence intensity in (**A**). Five independent determinations were assessed. Error bars represent SD. Asterisks denote Student's *t*-test significance levels compared with the control: ***P<0.001. (**C**) qRT-PCR analysis of *SsCBF1* and *AtCBF1* expression in the infiltrated leaf areas shown in (**A**). Total RNAs were extracted from leaves of *N. benthamiana* coinfiltrated with the constructs. Five independent determinations were assessed. Error bars represent SD.

### Fine-mapping of the putative transcriptional activation domain of SsCBF1

A typical plant CBF transcription factor contains two important domains: the N-terminal DNA-binding domain (DBD) and the C-terminal activation domain (CTAD) which mediated transcription initiation [13], [52]. Moreover, an increasing body of evidence proves that tryptophan residue (W) is a very important amino acid for the transcriptional activity of a transcription factor [53]–[55]. In our research, the SsCBF1 protein was divided into two parts, one containing N-terminal DBD and the other containing CTAD (Fig. 7A). The CTAD was subdivided into three fragments: SsCBF1^122–156^, SsCBF1^157–192^ and SsCBF1^193–228^ (Fig. 7A). Each fragment was ligated into pGBKT7 and introduced to Y2HGold yeast strain. As shown in Figure 7B, the activator function is exclusively due to the C-terminal segment comprising amino acid residues 193–228 (SsCBF1^193–228^) which harbors the LWNYS motif. In addition, the substitution of W by A (alanine) in the LWNYS motif severely abolished the transcriptional activity of this segment. Taken together, the amino acid residues 193–228 contribute to the activator potential of SsCBF1 and the tryptophan embedded in the LWNYS motif is a critical residue for the full transcriptional activity of SsCBF1.

**Figure 7:**
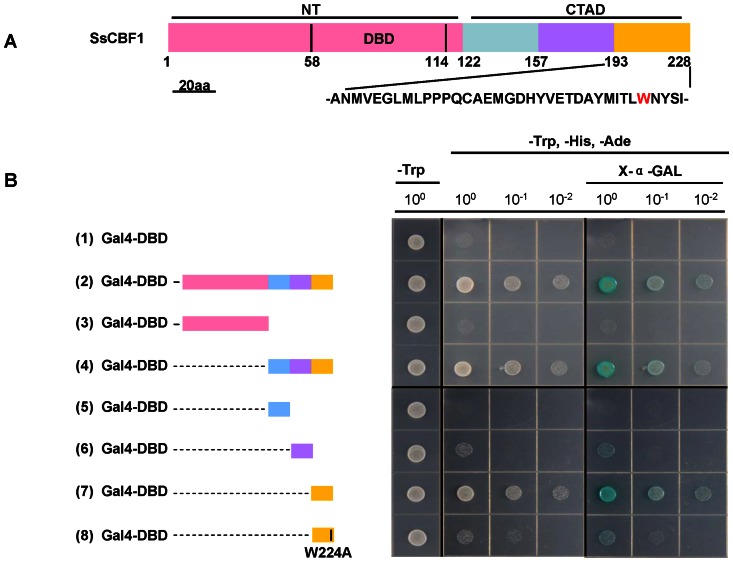
Functional dissection of the SsCBF1 C-terminal activation domain in yeast. (**A**) Schematic protein structure of SsCBF1. Full-length SsCBF1 and its derivatives (SsCBF1^0–121^, SsCBF1^122–156^, SsCBF1^157–192^, and SsCBF1^193–228^) were tested for the transactivation activity (see Methods for details). SsCBF1 derivatives were symbolized by filled color boxes. NT, N-terminal; CTAD, C-terminal activation domain; DBD, DNA-binding domain. Bar  = 20 amino acids (aa). (**B**) Mapping the putative transcriptional activation domain of SsCBF1 in yeast. Based on the schematic protein structure of SsCBF1, SsCBF1 and its derivatives including the mutant version of SsCBF1^193–228(W224A)^ were fused to the Gal4-DBD (pGBKT7). The empty pGBKT7 vector was used as a negative control. Survival of yeast cells on the selective media needs the presence of functional activator peptides. X-a-Gal was used to test the expression of α-galactosidase.

### The *SsCBF1* transcripts accumulate in response to low temperature, drought and high salinity

qRT-PCR analysis was used to investigate the expression patterns of the *SsCBF1* gene under various abiotic stresses (Fig. 8). The results showed that *SsCBF1* gene was barely expressed without a treatment (0 h). For cold stress, obvious accumulation of *SsCBF1* transcripts happened after 0.5 h of stress. High level expression of *SsCBF1* was detected during the 1–4 h period of treatment. The *SsCBF1* transcript level decreased but remained significantly higher than that in untreated plants 24 h after the start of the treatment (Fig. 8A). For drought stress, the expression of *SsCBF1* gene was dramatically induced after 0.25 h treatment and reached the peak level at 0.5 h. A sharp decline in the expression of *SsCBF1* was observed at 1 h and the expression was almost undetectable after 8 h of treatment (Fig. 8B). For high-salinity response, a significant accumulation of the *SsCBF1* transcripts was observed after 0.5 h of treatment and the transcripts reached a maximum level at 1 h (Fig. 8C). The expression of *SsCBF1* maintained at a relatively high level until 12 h after the salt stress, and was significantly attenuated at 24 h (Fig. 8C). Previous study demonstrated that *SlCBF1* was only weakly (if at all) responsive to drought and high-salinity treatments [56]. However, our results showed that *SsCBF1* gene could be dramatically induced not only by cold stress but also by drought and high-salinity stresses.

**Figure 8:**
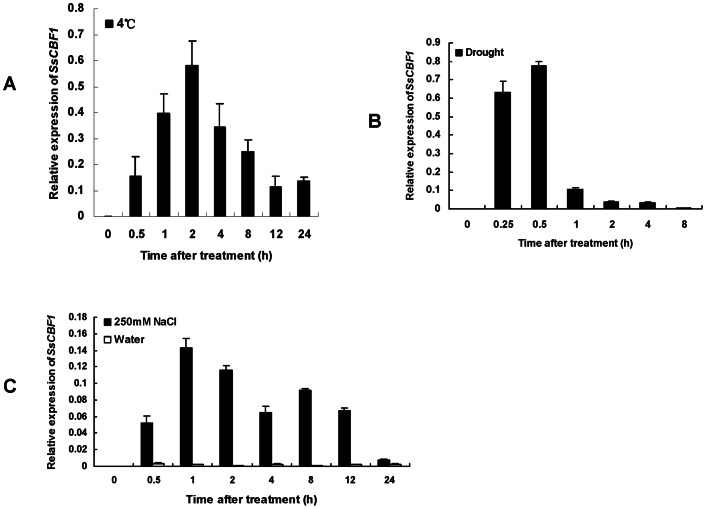
*SsCBF1* transcript levels in response to various abiotic stresses. (**A**) Low-temperature induced expression pattern of *SsCBF1* in *S. lycopersicoides*. *S. lycopersicoides* seedlings grown under standard conditions were transferred to a climate chamber set at 4°C for a 24 time course under constant light. The aerial parts were harvested for RNA extraction and qRT-PCR analysis. Zero time samples were taken prior to treatment. Transcript levels of *SsCBF1* were normalized to the *ACTIN2* expression. (**B**) Drought induced expression pattern of *SsCBF1* in *S. lycopersicoides*. Detached young leaves of *S. lycopersicoides* were placed on a dry filter paper for drought treatment. Samples were collected according to the time course. The *SsCBF1* mRNA levels were analyzed as in (A). (**C**) High-salinity induced expression pattern of *SsCBF1* in *S. lycopersicoides*. Detached young leaves of *S. lycopersicoides* were placed on the filter paper soaked with NaCl solution (250 mM, 0.02% Tween-20) for a high-salinity treatment. Samples were collected at the indicated time points. The *SsCBF1* mRNA levels were analyzed as in (A). Data shown are average and SD of triplicate reactions. Shown are representative data from one biological replicate and three biological replicates were conducted with similar results.

### *35S*:*SsCBF1* transgenic *Arabidopsis* showed increased freezing tolerance and late flowering phenotype

To further characterize the function of SsCBF1, we generated transgenic *Arabidopsis* plants ectopically overexpressing *SsCBF1* under the control of CaMV35S promoter (Fig. 9A). Two independent T_3_ generation transgenic lines (#11 and #18) were verified by semi-quantitative RT-PCR (Fig. 9B) and were used for the subsequent freezing and high-salinity treatments. The 7-day-old plants grown on MS medium were exposed to –7°C for 8 h of freezing treatment, followed by thawing at 4°C for 12 h in the dark, and then returned to the original growth conditions. The result showed that the survival rates of transgenic plants (#11 and #18) were 45% and 36%, respectively, but only 15% of Col-0 plants survived (Fig. 9C). It was reported that overexpression of *LeCBF1* in *Arabidopsis* caused aberrant growth phenotypes of transgenic plants such as fewer axillary shoots, less seed and delay in flowering [56]. In order to learn whether SsCBF1 plays a role in regulating plant growth, two T_3_ generation transgenic lines (#11 and #18) were monitored on a developmental scale and were compared with similarly monitored Col-0 plants. When grown in parallel, both OE lines showed strong late flowering phenotype. Except for the delay in flowering, no other remarkable differences on growth and development were observed (Fig. 9D).

**Figure 9:**
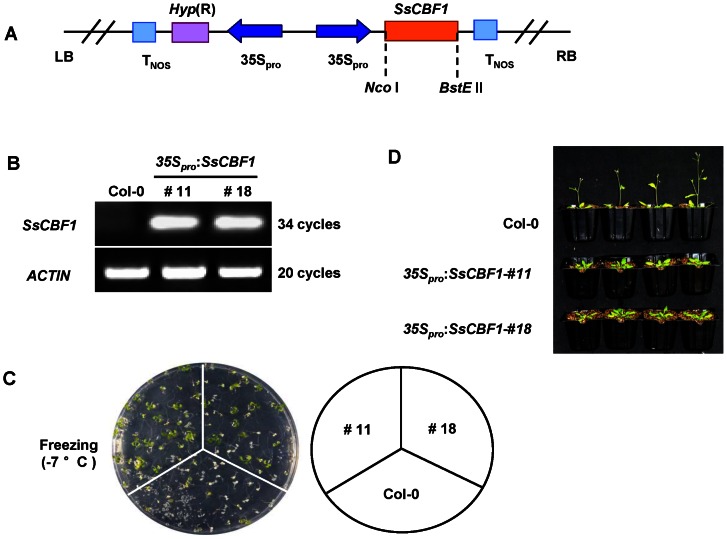
Freezing tolerance and delayed flowering phenotype of *35S:SsCBF1* transgenic *Arabidopsis*. (**A**) Schematic representation of the construct used for *Arabidopsis* transformation of the *SsCBF1* gene. (**B**) Relative expression of *SsCBF1* in Col-0 and two T_3_ generation transgenic lines (#11 and #18). Total RNA was extracted from 10-day-old seedlings, then analyzed by semi-quantitative RT-PCR. *ACTIN7* gene was used as an internal control. (**C**) Comparison of freezing tolerance between Col-0 and two transgenic lines. See Methods for details. The right diagram indicates different genotypes used in the assay. (**D**) Late flowering phenotype of transgenic *Arabidopsis* overexpressing *SsCBF1*. Col-0 and two *SsCBF1* OE lines were grown under the same conditions as described in Methods. Four-week-old plants were photographed.

### Overexpression of *SsCBF1* in *Arabidopsis* enhances plant tolerance to high-salinity

Under normal growth conditions, there was no noticeable difference in seed germination of two selected transgenic lines (#11 and #18) compared with that of Col-0 (Fig. 10A). However, under high-salinity stress, the germination capability of seeds from the two *SsCBF1*-overexpressing lines was stronger than that observed for Col-0 seeds. For example, in the presence of 150 mM NaCl, less than half of the Col-0 seeds germinated on the second day after stratification, while the germination rates of transgenic seeds were more than 50% (Fig. 10B). Even 3 and 4 days after being transferred to a phytotrone, the seed germination rates of both transgenic lines were still significantly higher than those of Col-0 (Fig. 10B, C).

**Figure 10:**
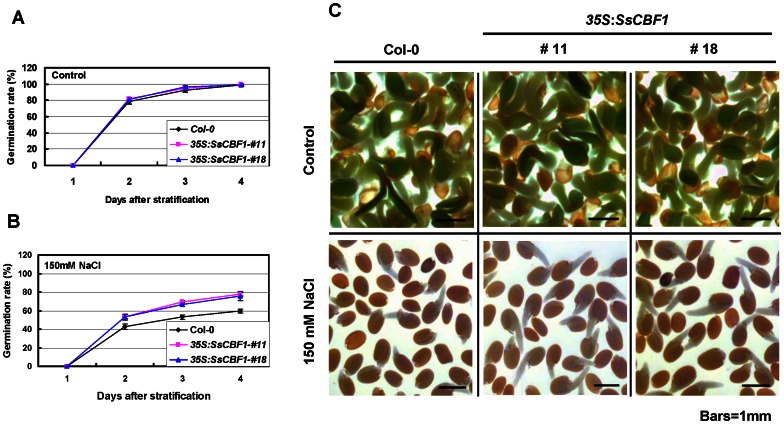
Seed germination of transgenic *Arabidopsis* in response to NaCl. (**A–B**) Seed germination ratio of Col-0 and two OE lines in the absence or presence of NaCl. Seeds from different genotypes were germinated on 1/2 MS agar plates (control, A) or supplemented with 150 mM NaCl (B), respectively. Germination was defined as the obvious sign of radicle tip emergence and scored daily until the indicated day. Data shown are average and SD of four independent experiments (each with 100 seeds for each genotype). (**C**) Increased tolerance of *SsCBF1* transgenic lines to salt stress. Pictures were taken 3 days after stratification.

To test the high-salinity effects on root length of *SsCBF1* overexpressors, seeds were first germinated and grown vertically on MS agar medium for 4 d, followed by transfer to fresh medium (in the absence or presence of NaCl) for continued vertical growth, after which root length was measured with a ruler and photographed. Under control conditions, there was almost no difference between Col-0 and *SsCBF1* transgenic plants on the growth of primary roots (Fig. 11A, upper panel). The growth of primary roots was significantly inhibited in the Col-0 plants compared with that of *SsCBF1* overexpression lines when grown vertically under the NaCl treatment (Fig. 11A, bottom panel). Statistical analysis of the measurements confirmed that root lengths of the *SsCBF1* transgenic lines were significantly higher (**P≤0.01) than those of Col-0 plants under stress conditions (Fig. 11B). In addition, 3-week-old soil-grown plants were irrigated with 300 mM NaCl for three weeks. The transgenic plants displayed greater salt stress tolerance than Col-0 plants (Fig. 11C).

**Figure 11:**
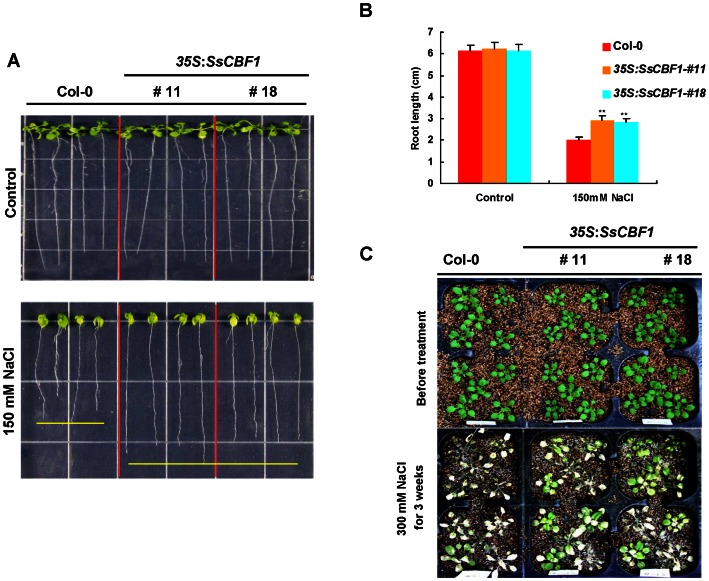
Effects of high salinity on root lengths of Col-0 and *SsCBF1* transgenic lines. (**A**) Representatives of Col-0 and two OE lines treated with 150 mM NaCl. Seeds of each genotype were germinated and grown vertically on MS medium for 4 d and then transferred to fresh MS medium containing 150 mM NaCl. Photographs were taken after 11d of growth. (**B**) Measurements of primary root lengths of plants shown in (A). All values are average and SD (n = 15). Asterisks denote Student's *t* test significance compared with Col-0 plants: **P<0.01. (**C**) High-salinity tolerance of Col-0 and two transgenic adult plants. 3-week-old plants (before treatment, upper panel) were irrigated with 300 mM NaCl solution every 3 d for 3 weeks. Bottom panel was photographed 3 weeks after the onset of irrigation.

### RNA-seq analysis of aerial organs in transgenic *Arabidopsis*

In order to investigate the putative members of SsCBF1 regulon in transgenic plants, we compared the gene expression profiles between the *SsCBF1* overexpression line (#11) and Col-0 using RNA-seq approach. 

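Aerial parts of Col-0 and of the *35S:SsCBF1-11* line (line #11, which carries *SsCBF1* behind the CaMV35S promoter) were harvested from unstressed plants 4 weeks old, grown at 22°C with 16 h of light and 8 h of darkness. RNA from 20 plants per genotype was pooled and sequenced as 1 library, so that there is no replicate check of any difference between the genotypes. The values used are the authors' deposited counts of reads per gene, for 33602 genes with 1 gene model each, and the *35S:SsCBF1-11* library holds 42.2% of all these reads. The submitters' processing notes name the genome build TAIR10 and CASAVA 1.7. The aligner, the strand setting and the treatment of reads that match several genes are not given in the sources used here. Near-identical genes, such as *PDF1.2a*, *PDF1.2b* and *PDF1.2c* or the *LHCB1* copies, are therefore uncertain one by one. For each of the 22319 genes with at least 1 read, the reads of both libraries were compared with each library's share of the total (two-sided exact binomial test), and the p-values were adjusted by the Benjamini-Hochberg method. A gene was called at the paper's thresholds, an adjusted p under 0.001 and a fold above 2, the fold with 0.5 reads added to each count. This test compares the reads of 2 libraries, not the genotypes. Ratios of reads over the library totals carry exact (Clopper-Pearson) 95% intervals, which cover counting error only. In addition, 29 gene lists were fixed before the deposited table was read, but after Table S2 and the first 1998 genes of Table S4. Both hold values of the same libraries. Called members of a list, and medians that include them, are therefore not independent evidence of its direction. Members absent from Table S2 may be among those 1998 genes, so that they are not certain to have been unseen. For each list the median log2 ratio of members with at least 10 reads was placed among 10000 random lists of the same size and expression. Those random lists were drawn without regard to function. Most of the fixed lists, in one direction or the other, lay outside the central 95% of theirs. Such a percentile describes 2 libraries and is no test of the genotype. The *SsCBF1* transgene itself was not analysed here.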

Processing of RNA samples on the Illumina HiSeq 2000 system yielded more than 20 million reads, each 100 bp in length, encompassing 2.0 Gb of sequence data for each sample which was then mapped to the reference genome. 

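Among protein-coding genes, the most abundant transcripts were those of leaves. *RBCS1A*, the small subunit of Rubisco, had 134636 reads in Col-0 and 112764 in *35S:SsCBF1-11*, and *RCA*, Rubisco activase, had 87541 and 69618. The rRNA genes of the nucleus and the chloroplast took 25.8% of the reads assigned to genes in Col-0 and 23.8% in *35S:SsCBF1-11*, over 6 genes, and nuclear protein-coding genes took 71.3% and 73.2%. At least 1 read was found for 21703 genes in Col-0 and for 20930 in *35S:SsCBF1-11*, and the median gene with reads had 69 and 51 of them. A count of 0 allows up to 3 reads. The paper's totals per sample are of reads obtained before mapping, and all values here rest on the smaller number assigned to genes.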

The statistical analysis identified a total of 338 differentially expressed genes among which 120 were up-regulated and 218 were down-regulated (Table S2) more than two-folds (Q<0.001). Most of these genes are reported to be the components involved in response to stimulus, transducer activity and metabolism. 

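In the *35S:SsCBF1-11* library, 119 genes were higher and 187 lower than in Col-0. Among called genes with reads in both libraries, the largest ratio was that of *MSH5* (AT3G20475; chromosome 3, 7143418 to 7151047), a MutS homologue of meiotic recombination, with 5 reads in Col-0 and 422 in *35S:SsCBF1-11* (115-fold, interval 49.1 to 357). *NATA1* (AT2G39030), which acetylates ornithine, went from 7 to 360 reads (70.3-fold, 33.8 to 176). *CYP81F4* and *IGMT5*, enzymes that modify indole glucosinolates, were 19.7-fold (11.2 to 37.6) and 14.7-fold (6.77 to 37.7) higher, the former overlapping an annotated neighbour. The lower genes included some of flowers and stems, in a line that the paper reports to flower later than Col-0. Of 24 measured genes of anthers, tapetum and pollen coat, 10 were lower and none was higher (11 lower when adjusted over the list alone). The pollen coat genes *GRP17* and *GRP19* had 123 and 63 reads in Col-0 and 0 in *35S:SsCBF1-11*, at least 29.98-fold and 15.36-fold lower against the floor of 3 reads (lower ends of the exact intervals, 24.0 and 12.1), and the tapetum gene *ATA27* went from 103 reads to 0, at least 25.1-fold lower against that floor (20.05). The median log2 ratio of this list was -5.43, or -3.05 with the genes at 0 reads set to their bound. Among 12 measured floral organ identity genes only *PI* was lower, with 30 and 3 reads (7.31-fold lower, 2.27 to 37.4; 1 lower also when adjusted over the list alone), and not under edgeR's TMM or DESeq2's scaling. *SHP1*, a carpel and fruit gene of the same list, stood the other way below the fold threshold, with 307 and 342 reads (1.52-fold higher, adjusted p = 2.98e-06 from the exact binomial test). The list's median was -1.33, but 0.13 over its 3 members with at least 50 reads. Of 9 measured shoot meristem genes, *STM* and *BP/KNAT1* were lower, by 2.13-fold (1.55 to 2.95) and 4.46-fold (3.20 to 6.37), and the median was -1.43 (the same 2 adjusted over the list alone). Of 18 measured genes of the secondary cell wall of stems, 3 were lower (4 adjusted over the list alone), namely the fasciclin-like arabinogalactan genes *FLA11* and *FLA12* and the lignin laccase gene *LAC4*, with a median of -0.80. Of 14 mitosis genes, 4 were lower (5 adjusted over the list alone), among them *POK2* and *TPX2*, with a median of -1.01. With an assumed coefficient of variation of 0.1 between pools, only *POK2* of these 4 is called. Of 17 heat shock protein genes, 8 were lower (9 adjusted over the list alone), and *HSP17.6A* was 5.40-fold lower (3.29 to 9.40), with a median of -1.20. With a coefficient of 0.2, none of the meristem, stem wall, mitosis and heat shock calls is left. None of these 6 lists had a member called higher, though *CLV1* of the meristem list, *LAC17* of the stem wall list and *HSFA2* of the heat shock list had ratios above 1, and each median lay below the range of the central 95% of its random lists. In all, 16 of the 187 lower genes belonged to the anther, floral organ, meristem and stem wall lists, a count that is not independent evidence, because the lists were written after Table S2 had been read. Over the 25 members of these lists absent from Table S2 the median was -0.80, below all random lists. Some of the 25 may be among the genes of Table S4 read before the lists were written. The share of higher genes among the called genes was 38.9% and became 49.1% with DESeq2's size factors (136 higher, 141 lower). The spread between pools of the same genotype cannot be measured with 1 library each. With an assumed coefficient of variation of 0.2, 18 genes would be called higher and 21 lower by edgeR's exact test. In simulated libraries with no gene changed, the binomial test called 347 genes at 0.2 and 3336 at 0.4. The 306 genes called here are fewer than at either setting, so that 0.4 for every gene is too large for these libraries. A spread near 0.2 with no gene changed would, however, give about as many calls. The number of called genes is therefore by itself no evidence of a difference between the genotypes.

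**Figure D2:**
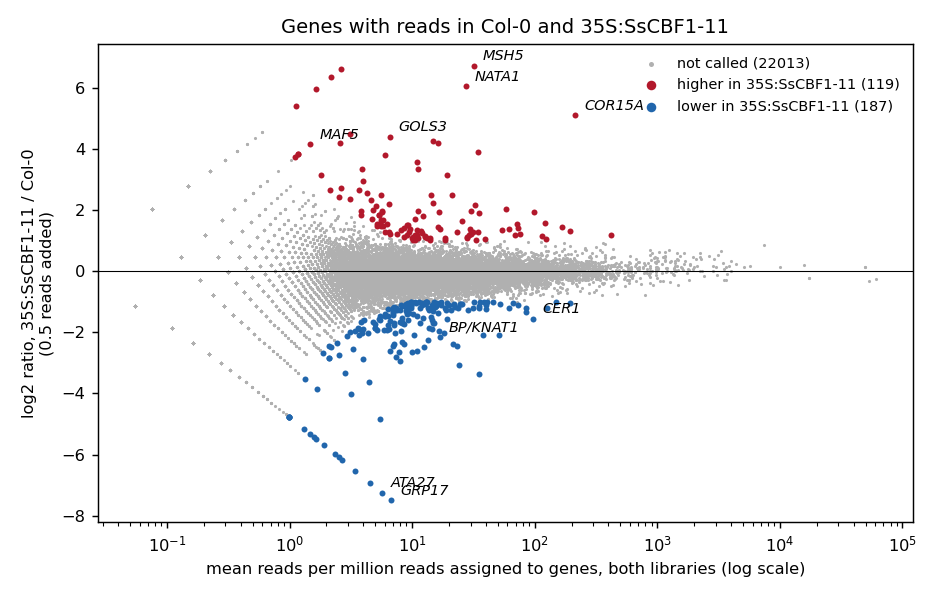
Log2 ratio of *35S:SsCBF1-11* to Col-0 (y axis, 0.5 reads added) against mean scaled reads (x axis, log scale) for the 22319 genes with reads; red points are the 119 higher genes, blue points the 187 lower genes and grey points all others. The row of blue points at the lower left edge holds genes with 0 reads in *35S:SsCBF1-11*.

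**Figure D3:**
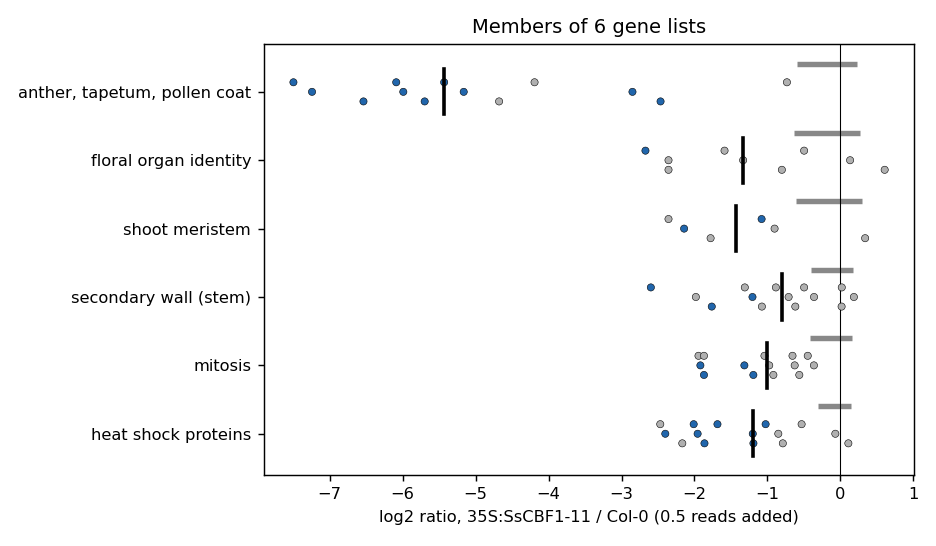
Log2 ratios (x axis) of the members with at least 10 reads in 6 gene lists; each point is a gene, blue where called lower and grey where not called. Black bars are list medians, -5.43 for the anther list, and grey bars span the central 95% of the medians of 10000 random lists.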

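In the authors' Gene Ontology annotation, 41 of the 119 higher genes and 33 of the 187 lower genes carried the name response to stimulus. Among the higher ones were the jasmonate repressor genes *JAZ1*, *JAZ5* and *JAZ6*, the antifungal defensin genes *PDF1.2a* and *PDF1.2c*, and *FSD1*, an iron superoxide dismutase with 647 reads in Col-0 and 1048 in *35S:SsCBF1-11*. The lower ones included the small heat shock protein genes *HSP17.4* and *HSP17.6A*, the lipid transfer protein genes *LTP3* (196 and 25 reads) and *LTP4* (356 and 47 reads), and the auxin influx carrier gene *LAX2* (262 and 65 reads). Signal transducer activity was carried by 2 higher genes, the receptor-like kinase genes *CRK14* and *CRK21*, and by 4 lower genes, among them *BRL2* and *PXY*, receptor kinases of vascular development. The name metabolism was carried by 17 higher and 19 lower genes, with the chitinase gene *CHIB* (63 and 175 reads) among the former and the cuticle gene *PEL3* (779 and 247 reads) among the latter. Development, which the paper does not name here, was carried by 6 higher and 21 lower genes, such as *SPL8* (74 and 18 reads). These groups overlap. The genes named from the groups were chosen after their values were seen, and no enrichment can be tested, since the annotation lists only genes that the authors called.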

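All 19 genes of Table 1 were higher in the *35S:SsCBF1-11* library. The paper picked them on these same 2 libraries, so the count is not independent evidence. The largest ratio was that of *COR15A* (AT2G42540), with 111 reads in Col-0 and 2782 in *35S:SsCBF1-11* (34.3-fold, interval 28.3 to 41.8). Its neighbour *COR15B* (AT2G42530; chromosome 2, 17708593 to 17710433), a close paralog that may share reads with it, went from 8 to 47 reads (8.03-fold, 3.76 to 19.7). *GOLS3*, a galactinol synthase induced by cold, went from 5 to 84 reads (23.0-fold, 9.46 to 72.6), and *GOLS1* was 3.78-fold higher (3.36 to 4.26). *COR413IM1*, a protein of the inner chloroplast envelope, was 8.99-fold higher (6.28 to 13.2). The stress genes *KIN2* and *RD29A*, already well expressed in Col-0 with 336 and 161 reads, were 2.92-fold (2.56 to 3.33) and 2.44-fold (2.00 to 2.98) higher. Transcription regulators among the 19 were *ZAT6*, a zinc finger protein, 5.08-fold higher (2.77 to 9.92), and *RD26*, a NAC protein, 2.60-fold higher (1.82 to 3.75). *AOC2* and *AOC3*, allene oxide cyclases of jasmonate synthesis, were 2.29-fold (1.88 to 2.80) and 3.25-fold (1.98 to 5.47) higher. *MDHAR* (AT3G09940), an enzyme of ascorbate recycling, was 4.71-fold higher (3.39 to 6.67). *PR4* and AT4G16260 were 2.70-fold (2.49 to 2.95) and 3.54-fold (2.53 to 5.03) higher, and *BGLU18*, a beta-glucosidase that releases abscisic acid from its glucose ester, was 2.25-fold higher (2.14 to 2.37). *XERICO*, AT1G16850, AT3G28220 and AT1G10090 had ratios between 2.12 and 5.74. The largest adjusted p among the 19 was 1.19e-04 (exact binomial test), for AT1G10090, and 11 of them were above 3-fold. With an assumed coefficient of variation of 0.2 between pools, only *COR15A*, *GOLS3* and *COR413IM1* of the 19 would be called.

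**Figure D4:**
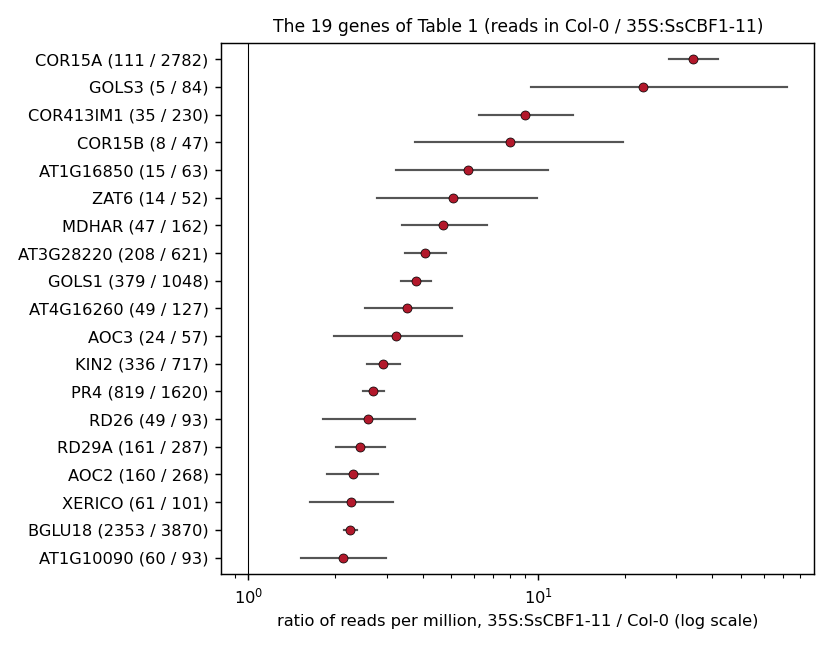
Ratio of scaled reads in *35S:SsCBF1-11* to Col-0 (x axis, log scale) for the 19 genes of Table 1, with the reads of Col-0 and *35S:SsCBF1-11* after each name. Points are ratios and lines are exact 95% intervals for counting error; they run from 2.12 for AT1G10090 to 34.3 for *COR15A*.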

Nineteen stress responsive genes that were up-regulated in plants overexpressing *SsCBF1* are shown in Table 1.

**Table 1:** Up-regulated genes in *35S:SsCBF1* transgenic plants (Q-value <0.001; fold change >2).

ID	Name	Fold	Q-value	Description
AT2G42540.2	COR15a	34.3	0.00E+00	Response to cold, freezing and salt stress
AT1G09350.1	GOLS3	22.97	6.15E-22	Response to cold
AT1G29395.1	Cold regulated 314, inner membrane 1	8.99	3.10E-47	Provide freezing tolerance
AT2G42530.1	COR15b	8.03	3.11E-09	Response to cold
AT1G16850.1	unknown protein	5.74	2.77E-10	Response to salt stress
AT5G04340.1	C2H2(ZAT6)	5.08	7.19E-08	Cold induced zinc finger protein 2
AT3G09940.1	MDAR2(MDAR3)	4.71	7.39E-23	Response to salt stress and water deprivation
AT3G28220.1	TRAF-like family protein	4.08	9.75E-78	Response to salt stress
AT2G47180.1	GOLS1	3.78	6.07E-122	Response to cold and salt stress
AT4G16260.1	Glycosyl hydrolase superfamily protein	3.54	9.05E-14	Response to salt stress
AT3G25780.1	AOC3	3.25	9.05E-14	Response to salt stress
AT5G15970.1	COR6.6 (KIN2)	2.92	1.77E-61	Response to cold, salt stress and water deprivation
AT3G04720.1	PR4	2.70	9.67E-125	Response to salt stress
AT4G27410.3	RD26	2.60	7.92E-07	Response to water deprivation
AT5G52310.1	RD29A (COR78)	2.44	1.34E-18	Response to cold, salt stress and water deprivation
AT3G25770.1	AOC2	2.29	1.69E-15	Response to cold
AT2G04240.1	XERICO	2.26	6.77E-06	Response to salt stress
AT1G52400.1	BGLU18	2.25	3.44E-217	Response to salt stress and water deprivation
AT1G10090.1	ERD4	2.12	7.77E-05	Early-responsive to dehydration stress protein

### Constitutive expression of *SsCBF1* altered cold and salt stress-responsive gene expression

To further evaluate the role of SsCBF1 in cold and salt stress responses, we chose to monitor the expression patterns of several stress-responsive marker genes in Col-0 and *SsCBF1*-overexpressing lines (#11 and #18) following 4°C exposure or 150 mM NaCl application: *COR15A* [7], *RD29A* [57], *KIN2* [58], [59], and *AtCBF1* [15]. qRT-PCR analysis were performed using gene specific primers. As shown in Figure 12, the transcript levels of these genes could be induced by low-temperature and NaCl stress in the Col-0 and transgenic seedlings with similar kinetics. However, the induction degree of the expression of these genes, except *AtCBF1*, in the transgenic *Arabidopsis* overexpressing *SsCBF1* was substantially higher than that in Col-0 plants after low-temperature and salt stress. In both *SsCBF1* overexpression lines, cold and NaCl-induced expression levels of *AtCBF1* were essentially comparable to those in Col-0 plant. The altered expression patterns of several stress-responsive genes provide a mechanistic explanation of the enhanced freezing and salt tolerance of *SsCBF1* overexpressors.

**Figure 12:**
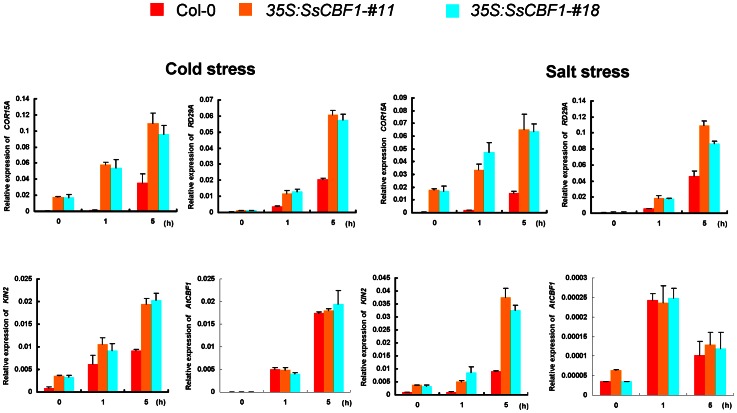
qRT-PCR analysis of stress responsive genes in Col-0 and transgenic *Arabidopsis* seedlings in response to cold or salt stress. The induction of stress-responsive genes (*COR15A*, *RD29A*, *KIN2* and *AtCBF1*) was investigated by qRT-PCR. The experiments were repeated three times with similar results and the data shown are from one representative experiment. Error bars are SD of triplicate reactions.

## Discussion

As sessile organisms, plants have developed protective developmental and physiological strategies to cope with environmental stresses. Low temperature is one of the major limiting factors that could exert negative effect on the yield and distribution of many crops. Therefore, exploring the complex molecular mechanism of cold response pathway has become a crucial subject of agricultural significance in recent years. The CBF transcription factors are the key components mediating the activation of many cold-responsive genes [1], [3]. In our study, a new cold-regulated transcription factor gene was successfully isolated from *S. lycopersicoides* using RACE method and designated as *SsCBF1*. *SsCBF1* encodes a protein of 228 amino acids with a predicted molecular mass of 25.4 kDa which contains nearly all important signature domains of plant CBF proteins such as AP2-DNA binding domain, S repeats and LWNYS motif (Fig. 2A). It is noteworthy that S repeats exist in all *Solanum* CBF1s but not in AtCBF1 (Fig. 2A). Phylogenetic analysis tells us that SsCBF1 is most closely related to SlCBF1 with sequence identity of more than 90% (Fig. 2B). Southern analysis was also used in our research to estimate the number of *SsCBF1*-related genes in *S. lycopersicoides* genome. The result showed that *S. lycopersicoides* contained multiple copies of *CBF*-like genes, constituting a small gene family (Fig. 3).

*Arabidopsis* CBFs could bind to CRT/DRE elements to activate the expression of their target genes. [15]–[17], [60]. Constitutive overexpression of either *LeCBF1* or *AtCBF3* in transgenic tomato plants did not result in an increase in freezing tolerance. It was presumed that this phenomenon could be due to a lack of functional CRT/DRE *cis*-elements in the promoters of target genes [56]. Therefore, it is necessary to test the capability of SsCBF1 to activate the expression of a gene with CRT/DRE elements in its promoter. *Agrobacterium*-mediated transient expression assays showed that SsCBF1 could specifically bind to the CRT elements to activate the expression of downstream reporter genes (Fig. 5, 6). Using Gal4-DBDxSsCBF1 fusion constructs in yeast reporter assays, our functional dissection of the CTAD revealed that the amino acid residues 193–228 (SsCBF1^193–228^) contribute to the activator potential. In addition, replacement of the tryptophan residue with alanine in the LWNYS motif abolishes the full transcriptional activity (Fig. 7).

Previous studies have well established the correlation between CBFs and various abiotic stresses. Three members of *Arabidopsis CBF* gene family (*AtCBF1*, *AtCBF2* and *AtCBF3*) could be rapidly induced by cold stress [9], [61], [62]. The transcript level of *AtCBF4* could be up-regulated by drought but not by low temperature [60]. In this study, evidence from qRT-PCR analysis revealed that the *SsCBF1* transcripts were accumulated quickly and dramatically in response to cold, drought and high-salinity stresses which supports the link between SsCBF1 and these abiotic stresses. *S. lycopersicoide* has been collected from a habitat subjected to chilling, dry and arid areas. It is tempting to conclude that long-term evolution and special survival environment has made SsCBF1 a crucial component mediating the activation of genes responsive to different abiotic stresses and probably other unknown chemical stressors.

Constitutive overexpression of *LeCBF1* gene in transgenic *Arabidopsis* induced the expression of CBF-targeted genes and resulted in an increase in freezing tolerance [56]. In our study, phenotypic analysis was performed using two selected *SsCBF1* overexpression lines (#11 and #18). When the Col-0 and transgenic plants were exposed to −7°C, nearly half of transgenic plants survived, but only 15% of Col-0 plants displayed viability. This result confirmed that *SsCBF1* effectively enhanced the freezing tolerance of transgenic plants. Moreover, ectopic overexpression of *SsCBF1* gene also conferred enhanced salinity tolerance to transgenic *Arabidopsis* (Fig. 10, 11). To further evaluate the role of SsCBF1 in cold and high-salinity responses, the expression patterns of several well-known stress-responsive marker genes (*COR15A*, *RD29A*, *KIN2* and *AtCBF1*) were monitored following cold stress or NaCl exposure (Fig. 12). It was found that these genes were all up-regulated in Col-0 and transgenic plants, but with a higher level in transgenic plants than in Col-0 plants in response to cold and salt stress. It is also noteworthy that the expression patterns of *AtCBF1* were similar in Col-0 and OE lines after low-temperature and salt treatment. Therefore, the stronger induction of these stress-related genes in OE lines might be largely due to the accumulation of SsCBF1 but not the endogenous regulators. Although the expression of only a limited number of salt-stress markers was substantially higher in *SsCBF1* overexpression lines than in Col-0 plants after high-salinity treatment, it is still reasonable to expect a salt-tolerant phenotype. The increased salt tolerance of transgenic *Arabidopsis* might also be due to the expression changes of other uncharacterized genes which are involved in the osmotic stress regulatory network of the plant.

Plant flowering is under the control of both environmental stimuli and endogenous cues. Several pathways affecting flowering such as photoperiod, vernalization and GA pathways have been extensively reviewed [63]–[65]. In our study, bolting and flowering of transgenic plants were delayed by several days as compared with Col-0 plants (Fig. 9D) and no other differences in growth and development could be observed. It is intriguing that *AtMAF5* (AT5G65080), a negative regulator of flowering time, was up-regulated more than 25-fold (Table S2). 

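*MAF5* had 1 read in Col-0 and 19 in *35S:SsCBF1-11*, a ratio of 26.0 with a counting interval of 4.13 to 1080 and an adjusted p of 2.45e-05 (exact binomial test). The gene lies on chromosome 5 of TAIR10.1 from 25997504 to 26002619, at the end of a row of related MADS-box genes that opens with *MAF2* at 25982254. Its neighbours did not pass the test: *MAF2* had 54 reads in each library (1.37-fold, 0.920 to 2.03), *MAF3* 22 and 14 (0.870-fold, 0.412 to 1.78) and *MAF4* 6 and 10 (2.28-fold, 0.750 to 7.63). *MAF1*, on chromosome 1, had 175 and 144 reads, and *FLC*, the best known repressor of this family, 6 and 7. The call on *MAF5* rests on 20 reads and is lost with an assumed coefficient of variation of 0.2 between pools.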

The up-regulation of *AtMAF5* is very likely to contribute to the delayed flowering of transgenic *Arabidopsis*.

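Of 13 flowering repressors, only *MAF5* was higher (also the only one when adjusted over the list alone) and none was lower. *SVP*, a repressor that acts with *FLC*, had 596 and 467 reads, and *TEM2* had 178 and 190. The list's median log2 ratio was 0.40, above 99.97% of random lists, though most of the fixed lists lay outside the central 95% of theirs. Of 16 flowering promoters, 2 were lower and none was higher (the same 2 when adjusted over the list alone). They were *SPL9*, which promotes the change from juvenile to adult leaves and flowering, with 92 and 26 reads (2.59-fold lower, 1.66 to 4.17), and the MADS-box gene *FUL*, with 98 and 29 reads (2.47-fold lower, 1.62 to 3.88). Neither is called with an assumed coefficient of variation of 0.1 between pools. *FT*, the mobile flowering signal, had 15 and 4 reads, which does not show a difference at this depth. *SOC1*, an integrator of flowering signals, was 1.44-fold lower (1.21 to 1.72; adjusted p = 6.42e-04 from the exact binomial test), under the fold threshold, and *AP1* had 30 and 9 reads. The median of the promoters was -0.74, above only 0.03% of random lists. Anther genes such as *GRP17* were lower in the same library. Both genotypes were sampled at the same age, so that a difference of stage and one of genotype are not separated. From the higher level of *MAF5*, a negative regulator of flowering time, the paper proposes that it contributes to the delayed flowering.

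**Figure D5:**
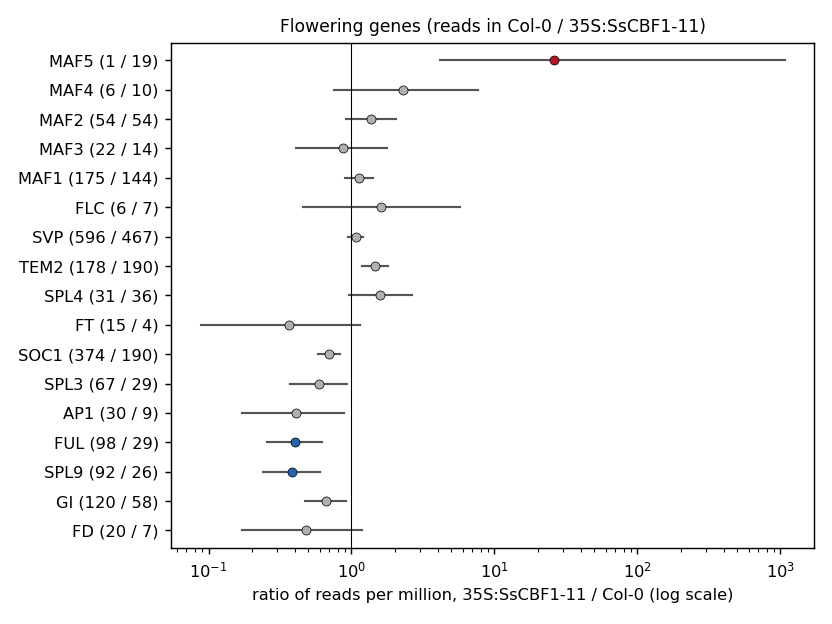
Ratio of scaled reads in *35S:SsCBF1-11* to Col-0 (x axis, log scale) for 17 flowering genes, with the reads of both libraries after each name; lines are exact 95% intervals for counting error. Red marks the gene called higher (*MAF5*), blue the genes called lower (*FUL*, *SPL9*), and grey the genes not called.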

The expression of 8000 *Arabidopsis* genes was surveyed by transcriptome analysis [20] and it was reported that approximately 4% (306) genes were up- or down- regulated at least threefold in response to low temperature. However, at least 28% of those genes were not regulated by CBF transcription factors, and 12% genes were considered to be certain members of CBF regulon. Therefore, many previous studies concluded that low temperature not only activated the CBF regulated pathway, but also activated other multiple low temperature regulatory pathways [22], [66], [67]. To better understand the function of *SsCBF1*, we conducted RNA-seq experiments using the Illumina Hiseq 2000 system because of its superiority over the traditional microarray methods [47], [68], [69]. 

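Genes of the CBF regulon stood higher as a group in the *35S:SsCBF1-11* library. Of 22 CBF regulon and *COR* genes, 6 were higher, none was lower and 16 did not pass the thresholds (7 higher when adjusted over the list alone). The 6 were *COR15A*, *COR15B*, *COR413IM1*, *GOLS3*, *KIN2* and *RD29A*. *COR47*, a dehydrin gene, had 793 reads in Col-0 and 1032 in *35S:SsCBF1-11*, a log2 ratio of 0.83 below the fold threshold. *KIN1*, a close copy of *KIN2*, had 14 and 10 reads, and the dehydrin gene *RAB18* had 93 and 55, a ratio of 0.809. The list's median log2 ratio was 0.79, above all 10000 random lists, and 0.45 over the 15 members absent from Table S2. With an assumed coefficient of variation of 0.2 between pools 3 of the 6 calls remain. Of 7 genes of galactinol, raffinose and proline synthesis, the 2 galactinol synthase genes *GOLS1* and *GOLS3* were higher (2 adjusted over the list alone). The raffinose synthase gene *RS5* was 1.92-fold higher (1.63 to 2.27), just under the threshold, and it passed under edgeR's TMM and DESeq2's scaling. The median of the 6 members with at least 10 reads was 0.78, and 0.51 over the 4 absent from Table S2. Of 13 genes of the abscisic acid response, *RD26* was higher (1 adjusted over the list alone), a call lost with a coefficient of 0.1, and none was lower, with a median of 0.22. None of 7 genes of salt transport and the SOS pathway was called (0 adjusted over the list alone). The sodium transporter gene *NHX1* had 932 and 777 reads, and the median was 0.02.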

Gene expression comparison using our RNA-seq data confers the identification of a robust set of cold-responsive genes that could be used to advance us toward deciphering the cold response regulatory networks. A total of 120 genes (*P*≤0.001) were up-regulated in *SsCBF1* transgenic *Arabidopsis*. 

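Genes of the jasmonate list and of the ethylene and jasmonate defence list, many of them synthesis or defence genes, made up 18 of the 119 higher genes, a count not independent of Table S2, which had been read when the lists were written. Of 28 jasmonate synthesis and response genes, 9 were higher and none was lower (10 higher when adjusted over the list alone). They included the repressor genes *JAZ1*, *JAZ5* and *JAZ6*, of which *JAZ5* went from 17 reads in Col-0 to 51 in *35S:SsCBF1-11* (interval of the fold, 2.33 to 7.58), and *CORI3*, with 563 and 1221 reads. *VSP1*, a vegetative storage protein gene that jasmonate also induces, went the other way without passing the thresholds, with 822 and 484 reads (1.24-fold lower, 1.11 to 1.39). Of 10 measured genes of ethylene and jasmonate defence, 9 were higher (9 adjusted over the list alone). *ORA59*, the transcription factor that joins both signals, was 6.09-fold higher (3.12 to 13.0). The antifungal defensin genes *PDF1.2a* and *PDF1.2c*, near-identical copies, were 15.0-fold (10.8 to 21.5) and 18.7-fold (11.1 to 34.0) higher, and *PDF1.2b* had 0 and 35 reads, at least 15.95-fold higher against the floor of 3 reads (lower end of the exact interval, 12.3). Of 16 salicylic acid defence genes, none was higher and 5 were lower (5 adjusted over the list alone), with *ALD1* at 52 and 6 reads (6.34-fold lower, 2.72 to 18.1) and *FMO1* at 58 and 11 (3.86-fold lower, 2.00 to 8.15). With an assumed coefficient of variation of 0.2 between pools, 1 of the 9 jasmonate, 3 of the 9 ethylene and jasmonate and 0 of the 5 salicylic acid calls would remain. *PR2*, another gene of this list, had 777 and 627 reads and was not called. The median log2 ratios were 0.96 for the jasmonate list, 2.02 for the ethylene and jasmonate list and -0.42 for the salicylic acid list, the first above all random lists, the second likewise, and the third above 0.01% of them. Over members absent from Table S2 the jasmonate median was 0.71 (17 genes) and the salicylic acid median -0.37 (11 genes). The ethylene and jasmonate list has 9 members in Table S2, so that its median and rank rest on genes already seen. *RGL3*, a DELLA gene, was the only called member of 15 gibberellin genes (1 adjusted over the list alone), with 6 and 31 reads (7.07-fold, 2.90 to 20.7), a call lost with a coefficient of 0.2, and the median of that list was -0.12.

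**Figure D6:**
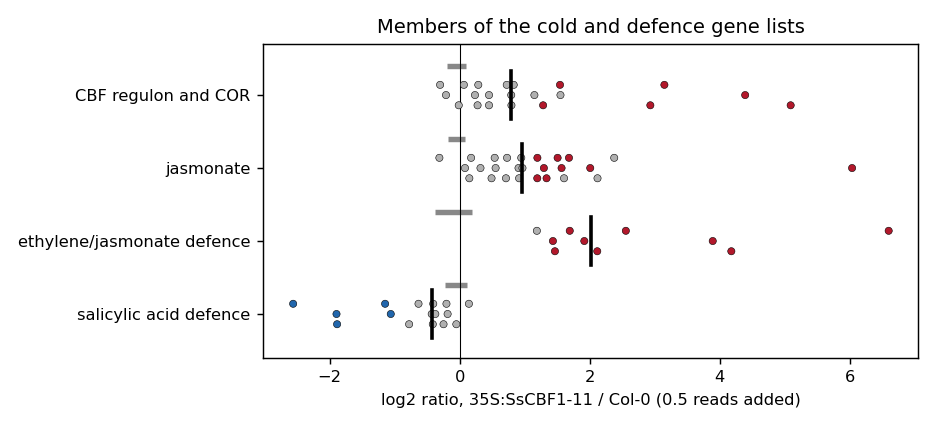
Log2 ratios (x axis) of the members with at least 10 reads in the cold and defence gene lists; each point is a gene, red where called higher, blue where called lower and grey where not called. Black bars are list medians, from -0.42 to 2.02, and grey bars span the central 95% of the medians of 10000 random lists.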

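A pathway name was given by the authors' annotation to 24 of the 119 higher genes. Metabolism was the largest set, with 19 genes in one or more metabolic pathways. Among them were *ACO1* (AT2G19590), an enzyme of ethylene synthesis, with 21 reads in Col-0 and 60 in *35S:SsCBF1-11*; *NADP-ME2*, a cytosolic malic enzyme, with 417 and 713; and *PGL5*, an enzyme of the pentose phosphate pathway, with 134 and 370. Signal transduction held 5 genes, namely the jasmonate repressor genes *JAZ1* (44 and 92 reads), *JAZ5* and *JAZ6* (383 and 642 reads), *RGL3* and the ethylene response factor gene *ERF2* (20 and 48 reads). The same 3 *JAZ* genes were the members of environmental adaptation. Infectious diseases held 1 gene, AT1G14250, with 9 and 43 reads, and transport and catabolism 1 gene, AT4G17470, with 24 and 52 reads. All of these passed the thresholds of the exact binomial test and were named for their pathway after their values had been seen. Of the 187 lower genes 21 carried a pathway name, 6 of them in lipid metabolism, such as the wax genes *CER1* and *MAH1*.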

Gene Ontology (GO) and Pathway analysis divided the up-regulated genes into five groups: environmental adaption, infectious diseases, transport and catabolism, signal transduction and metabolism (Table S3). The complete gene expression profiling of our materials is provided in Table S4.

In conclusion, we characterized *SsCBF1* as a cold, drought and high-salinity responsive gene in the nightshade plant *S. lycopersicoides*. *Arabidopsis* overexpressing *SsCBF1* showed late flowering trait and increased freezing and high-salinity tolerance. Although the functional exploration of SsCBF1 is far from accomplished, the data we present here is of value for genetic modification of many economically important crops.

## Supporting Information

Table S1 **List of the primers used in this study.**
(XLS)

Table S2 **List of the differentially regulated genes in** ***SsCBF1*** **OE plants.**
(XLS)

Table S3 **Pathways and Gene Ontology (GO) analysis of the RNA-seq data.**
(XLS)

Table S4 **Transcription profiling of** ***Arabidopsis*** **plants overexpressing** ***SsCBF1*** **.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

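The data are from 1 RNA-seq experiment, with 1 library of Col-0 and 1 of the *35S:SsCBF1-11* line, each from the pooled aerial parts of 20 plants that were 4 weeks old and unstressed. The authors deposited 1 table of 33602 genes, with a count of reads, an RPKM value per library, and for the comparison a fold, its log2 and a q-value. They sequenced on an Illumina HiSeq system. The submitters' processing notes name TAIR10 as the genome build and CASAVA 1.7. The aligner, the counting rule and the strand setting are not given in the sources used here. The authors' deposited counts were used as they stand, and they sum to 9120358 reads for Col-0 and 6669454 for *35S:SsCBF1-11*. The authors' RPKM values equal the reads over the listed length and that total in 100% of the genes (relative tolerance 1e-06). The authors' fold equals the ratio of reads per total in 100% of the genes that have one (tolerance 0.0001), with 0 reads entered as 0.5, and their log2 values are the log2 of that fold. The authors' q-values cover 20458 genes, and the genes without one have at most 4 reads in both libraries together. The paper's methods give the threshold of the Q-value but do not name the test. The authors also deposited the pathway and Gene Ontology names of the genes they called, from the Molecule Annotation System, with the number of genes per group, and these names were used as labels only.

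With 1 library per genotype, models that estimate the spread between replicates cannot be fitted. The reads of each of the 22319 genes with at least 1 read were therefore tested by a two-sided exact binomial test against the libraries' shares of the total, 42.2% for *35S:SsCBF1-11*, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.001 and a fold above 2, with a pseudocount of 0.5 reads. The test compares 2 libraries and takes no account of the variation between plants or pools. Ratios have exact (Clopper-Pearson) 95% intervals and a count of 0 stands for at most 3 reads, and both cover counting error only. Where a gene had 0 reads in 1 library, its ratio was computed against that floor and is given as a bound, which leaves out the counting error of the other library, so that the lower end of the exact interval, which includes it, is given beside it.

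The 29 gene lists and the rule for named genes were fixed before the deposited table was read, but after Table S2 and the first 1998 genes of Table S4, the part at hand, which hold expression values of the same libraries. The named genes are those of Table 1, *MAF5* and the markers of Fig. 12, the 10 higher and 10 lower genes with the largest change among genes with at least 50 reads, and up to 4 members per list with the largest change among those with at least 20 reads, with members of the opposite direction where needed. Other genes named in the text, such as members of the pathway groups, were chosen after their values were seen. A list's median log2 ratio over members with at least 10 reads is given with its percentile among 10000 random lists matched on mean expression in 20 bins. No p-value was computed across genes, which are not replicates. Gene names and coordinates were taken from the TAIR10.1 annotation, to which 32835 of the loci matched and 767 did not. Primer sequences of the paper were matched to the same assembly, and the motif RCCGAC was searched in the 1000 bases upstream of each gene.

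The procedure was tested on simulated data with the libraries' own depths. The first simulation had counting error only, with no variation between plants or pools. Of 50 genes changed by each fold, 0 were called at 1.5-fold, which lies under the fold threshold, 36 at 2.5-fold, 48 at 4-fold and 49 at 8-fold. None of its 21488 unchanged genes was called. With no gene changed but a coefficient of variation of 0.1 between pools, 9 genes of 21712 were called. With 0.2, 347 of 21692 were called, and with 0.4, 3336 of 21665. The real libraries gave 306 calls, fewer than a coefficient of 0.2 or 0.4 for every gene gave by itself. A spread near 0.2 with no gene changed would therefore give about as many calls as the real libraries.

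The alternatives were other scalings (edgeR's TMM, DESeq2's size factors, the upper quartile, and totals without the 10 most abundant genes), a minimum of 10 reads, nuclear protein-coding genes only, other pseudocounts and thresholds, a normal approximation on the plot of ratio against mean, and edgeR's exact test with an assumed coefficient of variation of 0.1, 0.2 or 0.4. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used. The qRT-PCR, reporter, yeast, freezing, germination and root experiments were not analysed here.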

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

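The tests of the anther list's share of reads and of the neighbours of *MSH5* were chosen after the results were seen, and the reading of the motif test for the jasmonate and ethylene lists was changed after its value was seen.

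Of 24 measured anther genes 10 were lower in *35S:SsCBF1-11*, with 3 of 18 stem wall, 2 of 9 meristem and 1 of 12 floral organ genes. Of the anther list's reads only 3.19% lay in *35S:SsCBF1-11* (interval 2.04 to 4.75), against 42.2% of all reads, which restates the calls and is no separate evidence. The smaller library does not account for this pattern, since every call is already made against that 42.2%. Open flowers with mature pollen do not account for it either, since only 1 of 12 mature pollen genes, *ANX1*, had at least 10 reads in Col-0. A second list, of carpel, petal and ovule genes, had 0 called genes but a median log2 ratio of -0.75 over 9 members (above 0.03% of random lists). More young buds and inflorescence stem among the Col-0 aerial parts would give such a shift. All 9 had ratios below 1, but 6 of them also had at least 10 reads in *35S:SsCBF1-11*, such as *LUG* (367 and 237 reads). *RBE*, *INO*, *HEC1* and *KNU* had at most 1 read in either library, so that the median does not rest on them. The list is therefore no specific evidence of flowers. *SHP1* went the other way, 1.52-fold higher with 307 and 342 reads. It is itself 1 of the 3 floral organ genes with at least 50 reads, whose median was 0.13. With 342 reads in *35S:SsCBF1-11*, where the whole anther list had 23, *SHP1* did not follow the anther genes and cannot decide the question. The paper reports that the transgenic plants bolted and flowered several days later. It shows the late flowering in plants photographed at 4 weeks, the age at which both genotypes were sequenced. A difference of stage goes with this report, but 2 libraries cannot separate it from an effect of *SsCBF1* in organs of the same stage, which stays open.

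*MSH5* had a log2 ratio of 6.71 and was, with *NATA1* (6.04), 1 of the 2 genes still called with an assumed coefficient of variation of 0.4. More cells in meiosis are argued against by the other meiosis genes, whose median over 4 members with at least 10 reads was -0.30 (range -1.47 to 0.60). Reads of a near-identical sequence are argued against by the reference, in which 0 stretches elsewhere matched an *MSH5* exon at 95% identity over 100 bases. Each exon was searched by itself, so that one shorter than 100 bases could not meet this rule. The longest match found elsewhere, also counting those of lower identity, was 56 bases. Activation that reaches the neighbours is argued against by the 4 nearest genes with reads, of which 0 had a log2 ratio above 1, though AT3G20460 (4 and 0 reads) and *LpxK* (12 and 4 reads) had few reads to show it. *MSH5* has 1 RCCGAC motif in the 1000 bases upstream, and a local effect of the transgene's insertion on *MSH5* alone, a difference between the plants pooled and a response to *SsCBF1* may each be the source and stay open.

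For the jasmonate list (median log2 ratio 0.96) and the ethylene and jasmonate defence list (2.02), a candidate explanation, CRT/DRE motifs in their promoters, was tested by counting RCCGAC in the 1000 bases upstream. Of all 119 higher genes 38.7% had the motif, against 23.5% in the median of random sets (percentile 99.98, or 97.8 for the core CCGAC alone), and of the 18 higher genes of these lists 33.3% had it (percentile 81.5). By the reading written beforehand, a share at or below the upper limit of random sets, 44.4%, would have counted against the motif. That reading was wrong for so small a set and was changed to an open result, since the interval for 18 genes, 13.3% to 59.0%, takes in both that limit and the random median of 22.2%. Wounding or an attack on the pooled plants, which induces such genes, was not tested.

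Among results that the paper does not discuss, the ferritin list had a median log2 ratio of 0.87 and the photosynthesis list one of 0.37. Among single genes, the log2 ratio was 4.25 for *CYP81F4*, which overlaps an annotated neighbour, 3.78 for *IGMT5*, 3.57 for the receptor-like protein gene *RLP33* and 3.35 for *DIN11*. It was 4.18 for *PDF1.2c* and 3.89 for *PDF1.2a*, near-identical copies whose reads may not be told apart.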

How the results depend on the processing

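No paired analysis was possible because each genotype had 1 library. The result that depends most on the processing is the number of called genes, since the spread between pools had to be assumed: with coefficients of variation of 0.1, 0.2 and 0.4, the higher genes numbered 64, 18 and 2 and the lower genes 82, 21 and 0, all among those called without it. Of the Table 1 genes, 15, 3 and 0 were called at these 3 settings, of the genes with a pathway or Gene Ontology name 39, 6 and 0 were higher and 50, 17 and 0 lower, and of the lower genes 6 and 0 belonged to the anther, floral organ, meristem and stem wall lists at the 2 larger settings. At 0.1 and 0.2, 7 and 1 of the 9 jasmonate calls remained, 7 and 3 of the 9 of ethylene and jasmonate defence, 2 and 0 of the 5 of salicylic acid defence (4 under edgeR's TMM and DESeq2's scaling), 6 and 3 of the 6 of the CBF regulon, 9 and 6 of the 10 of anthers, 7 and 0 of the 8 of heat shock proteins, 5 and 2 of the 5 of iron deficiency, 3 and 0 of the 4 of wax, 1 and 0 of the 4 of mitosis, 1 and 0 of the 3 of stem walls, 1 and 0 of the 2 of meristems, 1 and 0 of the 2 of phosphate starvation (*AT4*), and 2 and 1 of the 2 of galactinol synthesis. *RGL3*, *MYB113* and *SHD* were called at 0.1 but not at 0.2, *SAG29* at both, and *SPL9*, *FUL*, *PI* and *RD26* at neither. An adjusted p under 0.05 gave 189 higher and 413 lower genes, a fold above 1.5 gave 232 and 409, and a fold above 3 gave 57 and 90 with 11 Table 1 genes. The other scalings shifted log2 ratios by at most 0.07 and gave 112 to 136 higher and 141 to 199 lower genes. No gene was called in opposite directions under any setting. A coefficient of 0.4 for every gene is too large for these libraries, since it alone gave 3336 calls in simulation, against 306 here. With 0.2 and no gene changed the simulation gave 347, so that the number of calls is by itself no evidence of a difference between the genotypes. Of the gene lists, floral organ identity had a median of 0.13 in place of -1.33 when only its 3 members with at least 50 reads were counted, the 3 that are left being fewer and better expressed, and wax and cutin synthesis had -0.038 over the 8 members absent from Table S2. The other 240 values of lists stayed on the same side of, or within, the central 95% of random lists, though medians moved: mitosis had -0.66 over the members absent from Table S2, and with all members that had reads the endogenous *CBF* list went from 0.11 to -0.12 and the gibberellin list from -0.12 to 0.0052, both within the random range. Of the named genes, *PI* and *SHD* lost their call under 3 scalings and *RS5* gained one under 2. The log2 ratios of 5 abundant genes (*LHCB1.1*, *LHCB1.2*, *LHCB1.3*, *LHCA4* and *UBQ10*) moved by more than their counting interval under one or more scalings, 16 values in all, with no change of call. *MAF5* had log2 ratios between 3.77 and 4.57 and kept its call under the other scalings and pseudocounts and with a coefficient of variation of 0.1, but not of 0.2.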

Differences from the paper's values

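The counts of differentially expressed genes here differ from the paper's by less than 1.5 times at the paper's stated thresholds. The paper's values are 338 genes, 120 up-regulated and 218 down-regulated, and those here are 306, 119 and 187, all of them among the paper's; of the other 32, 30 missed the adjusted p and 2 the fold. A recomputed q-value reaches 120 and 218, and exactly the paper's genes: a normal approximation on the plot of ratio against mean, with 0 reads entered as 0.5 and the adjustment over the 20458 genes that have a deposited q-value. This variant was chosen after seeing the values and drops 0 of the paper's called genes. The normal approximation set before the deposited table was read, adjusted over all genes with reads, gave 120 and 212, and a minimum of 10 reads gave 120 and 191.

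The paper states that most of these genes belong to response to stimulus, transducer activity and metabolism. By the authors' deposited Gene Ontology names, 104 of the 338 genes carry at least 1 of the names response to stimulus, signal transducer activity and metabolism, and 141 do when every name that includes metabolism is counted. Of the 338 genes, 183 carry any Gene Ontology name, so that 141 of 183 is most of the annotated genes but not of all.

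The Q-value that Table 1 gives for *AOC3* is 9.05E-14, which is the value of AT4G16260 in the row above, while the authors' deposited table gives 8.82e-06 for *AOC3* and the exact binomial test here an adjusted p of 1.14e-05. The other 18 Q-values and all 19 folds of Table 1 equal those of the authors' deposited table after rounding. The paper gives more than 25-fold for *MAF5*; the ratio here is 26.0, or 4.15 on the log2 scale with the pseudocount of 0.5 reads, and the fold is 13.7 with one of 1 read.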

Other observations

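Of the promoter motif counts below, that of RCCGAC in all higher genes was set before its result was seen. The counts for the lower genes, for parts of the higher genes and for the core CCGAC were not among the predictions written beforehand. Some genes of mineral nutrition and of wax and cutin synthesis differed that the text above has not described. Of 12 iron deficiency genes, 5 were lower in *35S:SsCBF1-11* and none was higher (5 lower when adjusted over the list alone), with a median log2 ratio of -0.76, below all random lists. They were the transcription factor genes *bHLH38* (171 and 20 reads in Col-0 and *35S:SsCBF1-11*), *bHLH39* (110 and 15) and *bHLH100* (158 and 18), and the peptide genes *IMA1* (211 and 41) and *IMA2*. *bHLH38* and *bHLH39* are near-identical neighbours and may share reads. The 4 ferritin genes, which store iron, all had ratios above 1 without a call (0 adjusted over the list alone), such as *FER4* with 175 and 241 reads and *FER1* with 337 and 436. Of 13 phosphate starvation genes, *PHO1* (171 and 54 reads) and *AT4* (240 and 45 reads) were lower (3 adjusted over the list alone) and the median was -0.63. With an assumed coefficient of variation of 0.1 only *AT4* of these 2 is called, and with 0.2 neither. Of 14 wax and cutin genes, *CER1*, *MAH1*, *CYP86A7* and *WSD1* were lower (5 adjusted over the list alone), *CER1* by 2.94-fold (2.60 to 3.33), with a median of -0.72 that rests on members listed in Table S2. Against these, 4 members had ratios above 1, among them *CER5*, a wax export gene with 1435 and 1402 reads (1.34-fold higher, 1.24 to 1.44), and none of the 4 calls is left with a coefficient of 0.2. The anther list, with 697 and 23 reads, was lower in the same library.

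The 16 photosynthesis genes all had ratios above 1 and none was called (0 adjusted over the list alone). *LHCB1.3*, a light-harvesting protein gene with close copies, had 48971 and 64174 reads (1.79-fold, 1.77 to 1.81). Of 8 chaperone genes of the endoplasmic reticulum, all had ratios below 1 and *SHD* was lower (1 adjusted over the list alone), by 2.02-fold (1.84 to 2.21), a call that the other scalings of the totals end, except that without the 10 most abundant genes. Their median was -0.74. *MYB113*, a regulator of anthocyanin synthesis, went from 0 to 22 reads, at least 10.0-fold higher against the floor of 3 reads (lower end of the exact interval, 7.49), and was the only called gene of 15 in its list (1 adjusted over the list alone), with a median of 0.07. *SAG29*, with 76 and 4 reads (13.9-fold lower, 5.21 to 52.3), was the only called gene of 7 measured senescence genes (1 adjusted over the list alone), with a median of 0.02. None of 10 clock genes and none of 11 reference genes was called (0 adjusted over the list alone in both), with medians of -0.24 and 0.06. Only 1 of 8 root genes, *PYK10*, and 0 of 14 seed genes had at least 10 reads.

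The endogenous *CBF* genes, of which the paper followed *CBF1* by qRT-PCR under stress in Fig. 12, were hardly seen in these unstressed plants. *CBF1*, *CBF3* and *CBF4* had 0 reads in both libraries and *CBF2* had 1 read in Col-0, so that no ratio can be given. None of the 10 measured genes of the list of *CBF* genes and their regulators was called (0 adjusted over the list alone); *ICE1* had 332 and 260 reads, and the median was 0.11.

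A hypothesis that genes with a CRT/DRE motif are more frequent among the higher genes was tested by counting RCCGAC in the 1000 bases upstream of each gene. Of the 119 higher genes 46, or 38.7%, had at least 1 motif, against 28 in the median of 10000 random sets of like expression (percentile 99.98), and of the 187 lower genes 34 (percentile 3.56). The motif was present in 6 of the 7 higher genes of the cold and galactinol lists. But it was also present in 14 of the 21 CBF regulon and *COR* genes with at least 10 reads, called or not (66.7%). Those 6 therefore say little about which members of the lists were higher. Of the 94 higher genes outside the cold, galactinol, jasmonate and ethylene lists, 34 had the motif (36.2%, percentile 99.6). Those 94 still hold stress genes of Table 1, some with the motif, such as *ZAT6*, *RD26* and AT3G28220, and some without it, such as *XERICO* and *MDHAR*. For the core CCGAC alone the excess was smaller, with 58 of the 119 higher genes against an upper limit of 58 in random sets (percentile 97.8), and with 44 of the 94, within the range of random sets (percentile 92.1). Of the lower genes 60 had this core, below the central 95% of random sets (percentile 1.97). This is consistent with direct activation of part of the higher genes by *SsCBF1*, but binding was not measured, and most higher genes lack the motif in this stretch.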
